# Differential regulation of OCT4 targets facilitates reacquisition of pluripotency

**DOI:** 10.1038/s41467-019-11741-5

**Published:** 2019-09-30

**Authors:** Sudhir Thakurela, Camille Sindhu, Evgeny Yurkovsky, Christina Riemenschneider, Zachary D. Smith, Iftach Nachman, Alexander Meissner

**Keywords:** Stem-cell differentiation, Stem cells, Reprogramming, Pluripotency

## Abstract

Ectopic transcription factor expression enables reprogramming of somatic cells to pluripotency, albeit with generally low efficiency. Despite steady progress in the field, the exact molecular mechanisms that coordinate this remarkable transition still remain largely elusive. To better characterize the final steps of pluripotency induction, we optimized an experimental system where pluripotent stem cells are differentiated for set intervals before being reintroduced to pluripotency-supporting conditions. Using this approach, we identify a transient period of high-efficiency reprogramming where ectopic transcription factors, but not serum/LIF alone, rapidly revert cells to pluripotency with near 100% efficiency. After this period, cells reprogram with somatic-like kinetics and efficiencies. We identify a set of OCT4 bound *cis*-regulatory elements that are dynamically regulated during this transient phase and appear central to facilitating reprogramming. Interestingly, these regions remain hypomethylated during in vitro and in vivo differentiation, which may allow them to act as primary targets of ectopically induced factors during somatic cell reprogramming.

## Abstract (web summary)

Barriers underlying the inefficiency of reprogramming cells to pluripotency are poorly defined. Here the authors identify a transient interval soon after pluripotency exit that permits high-efficiency reprogramming and is facilitated by OCT4 bound elements displaying unique silencing behaviour during differentiation.

## Introduction

The direct reprogramming of somatic cells to induced pluripotent stem cells (iPSCs) has transformed the stem cell field and provided a valuable model to systematically study the molecular properties of cell state transitions^1,2^. Ectopic expression of Oct4, Sox2, Klf4, and c-Myc (OSKM) initially destabilizes the somatic program and eventually facilitates access to *cis*-regulatory elements linked to the activation of pluripotency-associated genes^3–7^. Current models generally divide the reprogramming process into early and late stages, with each requiring specific transcriptional co-regulators^3,8–10^.

One bottleneck during reprogramming appears to be the activation of master regulators that oversee and stabilize the endogenous pluripotency network. Bulk transcriptional and epigenomic profiling suggest that the majority of responding cells remain distinct from pluripotent cells until very late in the process^7,8,11–14^. Moreover, chromatin immunoprecipitation (ChIP) of ectopically induced transcription factors (TFs) in somatic cells indicates that reprogramming factors overwhelmingly fail to bind and activate their pluripotency-related targets^15–17^. Optimized conditions or systems that facilitate near-deterministic reprogramming efficiency alleviate some of this heterogeneity^18–22^. For instance, Mbd3 depletion has been shown to result in high reprogramming efficiencies by preventing counterproductive repression of OSKM targets by the NuRD complex^13^. Alternatively, a context dependent facilitory role for Mbd3 in reprogramming has also been reported^23^. Transient priming of B-cells with ectopic C/EBPα prior to OSKM induction accelerates reprogramming by enhancing chromatin accessibility and Tet2 occupancy at regulatory regions associated with pluripotency genes^18^. Enrichment of selected subpopulations, such as SSEA-1^+^/EpCAM^+^/Sca-1^−^ (Ref. ^21^), is yet another approach to selectively reduce heterogeneity to facilitate molecular dissection of intermediary steps towards acquired pluripotency. Recent studies of the molecular events that occur during the exit from ground state pluripotency may also provide a new perspective to understand how this regulatory landscape becomes inaccessible to ectopic TFs when induced in somatic cells^24,25^.

To complement these prior studies, we designed an experimental approach that challenges differentiating pluripotent cells to reacquire their original state under distinct conditions. Imaging-based and molecular characterization of our model system identifies a transient interval after the exit from pluripotency that permits high-efficiency reprogramming by ectopic OSKM. This high-efficiency reversion is facilitated by a set of OCT4 bound *cis*-regulatory elements that display a unique silencing behavior during differentiation. These regions also appear to be preferentially targeted by ectopically induced TFs in somatic reprogramming systems and retain reduced methylation levels throughout development and even into adult cells as an epigenetic remnant of the pluripotent state.

## Results

### A reprogramming barrier is set soon after pluripotency exit

In order to specifically study the molecular barriers that separate the somatic and pluripotent state, we utilized *Nanog::GFP* (GFP replacing one *Nanog* allele and driven by the endogenous *Nanog* promoter) reporter containing mouse secondary induced pluripotent stem cells (iPSCs), which harbor doxycycline (dox) inducible *Oct4*, *Sox2*, *Klf4*, and *cMyc* (OSKM) transgenes. Cells were cultured in Serum/LIF, exposed to 2i/LIF media for 24h and then allowed to differentiate by switching into N2B27 media (Fig. 1a). We then collected the differentiating cells over a period of 96 h and re-seeded them as single cells in either serum/LIF (– dox) or serum/LIF with dox (+ dox) (Fig. 1a and Supplementary Fig. 1a). To quantify the efficiency of reversion to pluripotency, we scored the number of NANOG positive colonies after an additional 96 h of growth (Fig. 1a and Supplementary Movies 1-6). As expected, removal of 2i/LIF results in rapid loss of pluripotency, leading to morphological changes and loss of NANOG signal (Fig. 1b, and Supplementary Fig. 1b-d). Cells differentiated for up to 24 h could still reacquire pluripotency with high efficiency by simply placing them in serum/LIF (– dox) condition (>70% of re-seeded cells generated NANOG^+^ colonies), while those that differentiated for longer lost this potential (Fig. 1b, c). Alternatively, OSKM induction (+ dox) extends the window of high-efficiency reprogramming: after 48 h of differentiation, 86% of cells still generate NANOG^+^ iPSC colonies (25th percentile: 40% and 75th percentile: 100%). Notably, differentiation beyond this window led to a similar sharp drop in reversion efficiency (Fig. 1b, 1c and Supplementary Fig. 1e-g). To ensure that our *Nanog* reporter allele does not affect our measurements, we repeated the experiments with a wild-type V6.5 ES cell line^26^ (Supplementary Fig. 1h). To specifically define the timepoint when cells transition from high- to low-efficiency, we fitted sigmoid curves to the reversion efficiencies of both conditions at each timepoint and estimated their respective transition points (see Methods for details, Fig. 1d). This refined analysis shows that OSKM induction increases the efficient reversion time frame from ~25 h (without OSKM) to 53 h (with OSKM) of differentiation. Notably, after the second transition point, the efficiency and kinetics of iPSC colony formation resembles those observed when reprogramming from somatic cells (Fig. 1e and Supplementary Fig. 1i, j). Overall, our system reveals a transient OSKM-dependent, high-efficiency reprogramming phase during pluripotency exit that precedes irreversible commitment to the differentiated state. Importantly, we show that cells differentiated beyond the transient phase can still reprogram, but the efficiency and time required resembles those observed for mouse embryonic fibroblasts (MEFs). This suggests that a barrier similar to the one in somatic cell reprogramming is imposed shortly after the exit from the pluripotent state.

**Fig. 1:**
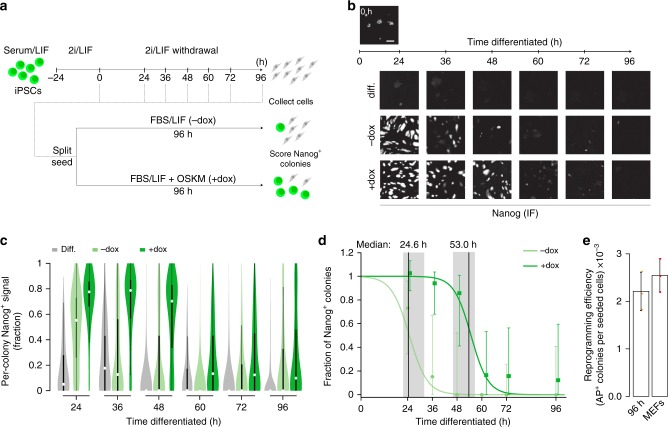
A somatic-like barrier to reprogramming is established early during differentiation. **a** Schematic of experimental system to measure reversion back to a NANOG^+^ state by extrinsic or intrinsic conditions. At set intervals following 2i/LIF withdrawal, single cells are re-seeded into serum/LIF, either in the absence (– dox) or presence (+dox) of doxycycline (2 µg/ml) to induce ectopic OSKM expression. The number of NANOG^+^ colonies was counted after 96 h. **b** Representative IF images showing the loss of NANOG signal over differentiation (“diff.”, top row) and the distinct NANOG^+^ colony-forming efficiency under –dox and +dox conditions (imaged 96 h after the respective differentiation times; scale bar = 200 µm). All experiments were performed with *n* = 3 biological replicates, comprised of four technical replicates. **c** Distribution of NANOG signal (by immunostaining) within RFP-segmented colonies for differentiating cells (“diff.”, gray), cells re-seeded into serum/LIF (“– dox”, light green), or the serum/LIF with OSKM induction (“+ dox”, dark green). Distributions are over the fraction of colony area that is NANOG positive. White dot indicates the median; boxes represent interquartile range showing central 50% of data and whiskers indicate 25^th^ and 75^th^ percentile data. *n* > 500 for 96 h and *n*  > 9,000 for 24–72 h conditions. All experiments were performed with *n* = 3 biological replicates, comprised of four technical replicates. **d** Efficiency of iPSC colony-forming ability (fraction of NANOG positive pixels over the colonies) generated from IF images (panel b) and normalized to iPSC controls. NANOG^+^ colonies are computationally segmented, counted and normalized to the number of NANOG^+^ colonies generated from undifferentiated (0 h) iPSCs placed into serum/LIF. Data points represent the median values from panel **c** normalized to the control. Error bars represent the 25^th^−75^th^ percentile. Grey highlighted regions indicate the 25^th^−75^th^ percentile range for the estimated transition times (medians, vertical black lines) for the two conditions. Error bars for + dox are shifted to the right. Note that values are normalized ratios with respect to 0h, hence error bars may extend beyond 1. All experiments were performed with *n* = 3 biological replicates, comprised of four technical replicates. **e** Quantification of Alkaline Phosphatase positive colonies after 12 days of dox induction from iPSCs differentiated for 96 h or secondary MEFs generated from the same iPSC line. Reprogramming efficiency is calculated as the number of colonies per cells plated. Error bars indicate standard deviation of *n* = 3 reprogramming experiments in technical replicates

### High-efficiency reprogramming of transition state cells

The striking resistance to OSKM induction that is acquired after 48 h may indicate a dedicated period during differentiation where cells become permanently committed to a NANOG^–^ (differentiated) state. To explore how duration of OSKM induction affects the reversion behavior, we measured the fraction of NANOG^+^ colonies as a function of dox duration for cells differentiated for our selected timepoints (Fig. 2a). Cells differentiated for 36–48 h required a 12–24 h pulse of dox to achieve a high-efficiency transition into transgene-independent NANOG^+^ pluripotency (Fig. 2a). Live-cell imaging using the *Nanog::GFP* reporter showed a 24 h lag before a sharp increase in Nanog signal within the reprogramming population, which stabilized to a constant doubling rate as successfully reprogrammed lineages expanded (Fig. 2b and Supplementary Fig. 1k). Prior to the transition state, a minimal duration of dox is needed to direct cells back into the pluripotent state, which becomes subsequently consolidated by transgene-independent mechanisms.

**Fig. 2:**
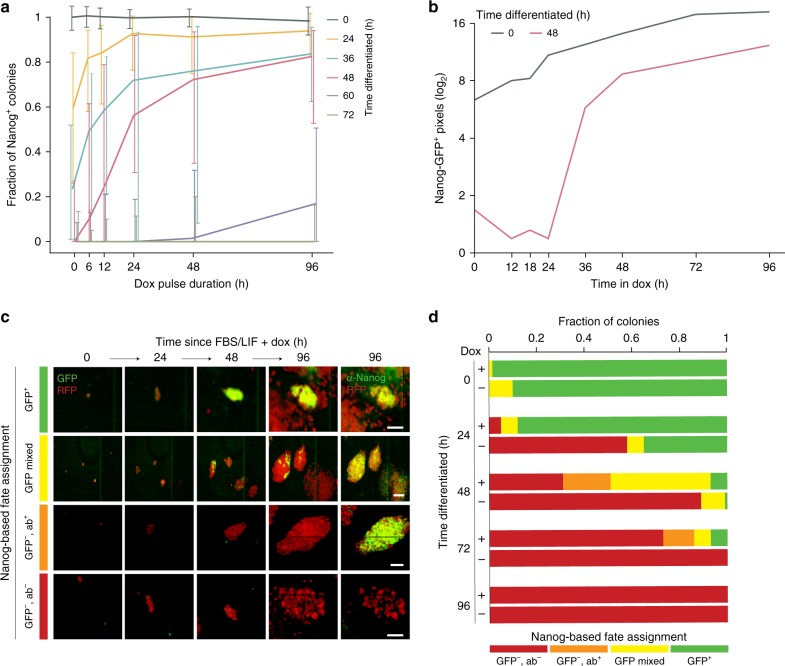
Transition from high to low-efficiency reprogramming during early differentiation. **a** Cells differentiated for our selected time intervals were seeded in serum/LIF + dox condition for the specified durations prior to dox withdrawal. The *x*-axis represents the dox duration and y-axis shows the normalized fraction of Nanog+ colonies after spending the rest of the 96 h experimental duration in FBS/LIF. Each colored line shows the fraction of cells for each pulse duration that were differentiated for the respective intervals. Error bars represent 25^th^−75^th^ percentile. All experiments were performed with *n* = 3 biological replicates, comprised of four technical replicates. **b** *Nanog* reporter activity measured as the number of GFP^+^ pixels (log_2_-transformed) per imaged field for continuously tracked undifferentiated iPSCs (0h) and cells differentiated for 48 h. Undifferentiated iPSCs expand clonally, with a constant GFP signal doubling rate of 17.3 h, while the majority of cells differentiated for 48 h begin in a Nanog::GFP^–^ state and switch to a Nanog::GFP^+^ state between 24 h and 36 h. During this window, the GFP^+^ area increases rapidly, with a doubling rate of 0.8 h, after which signal increases in a log-linear fashion with a doubling rate of 23.8 h. All experiments were performed with *n* = 3 biological replicates, comprised of four technical replicates. **c** For each differentiation timepoint, we performed retrospective analysis of lineages (defined as a colony formed from a re-seeded cell) from our live imaging experiments and assigned them to one of four fate outcomes: (1) Nanog::GFP^+^ lineages activate and propagate the mono-allelic GFP reporter uniformly in all subsequent cells (green bar); (2) Nanog::GFP^*+*^ mixed lineages generate heterogeneous colonies with stable propagation of Nanog::GFP signal and stain uniformly for NANOG antibody (ab) (yellow bar); (3) Nanog::GFP^–^/ab^+^ lineages exhibit gross cellular features of an iPSC colony without activating the endogenous *Nanog::GFP* reporter, but stain uniformly for NANOG (orange bar); (4) Nanog::GFP^–^/ab^–^ lineages fail to activate the reporter, do not resemble iPSC colonies, and show no signal in the NANOG antibody staining (red bar). Representative images of the four fate outcomes are shown. Scale bar = 50 µm. All experiments were performed with *n* = 3 biological replicates, comprised of  four technical replicates. **d** Quantification of the four fate outcomes (same color coding as panel **c**) for –dox and +dox conditions demonstrate a sharp transition from high- to low-efficiency reprogramming responses over differentiation time that is extended for ~24 h by ectopic OSKM

Next, we used live-cell imaging to continuously track representative individual lineages (defined as a colony at 48 h after re-seeding) and assessed the activation of the *Nanog::GFP* reporter (Fig. 2c and Supplementary Fig. 1k). To account for heterogeneous or mono-allelic Nanog activation, we also performed immunofluorescence staining for NANOG after 96 h, the terminal timepoint for these experiments (Fig. 2c and Supplementary Fig. 1k). Lineages that fail to reprogram acquire a distinct morphology characterized by loosely defined patches of NANOG^–^ cells that are easily distinguished from compact NANOG^+^ colonies (Supplementary Fig. 1k). The frequency of successfully reprogrammed lineages over differentiation reveals a similar transition behavior between high and low-efficiency reprogramming states to the one we observed in our static population-level assays (Supplementary Fig. 1l, m). By comparing the terminal (96 h) *Nanog::GFP* reporter signal with NANOG immunofluorescence, we observed four distinct groups of colonies: NANOG^+^ (either GFP^+^ or GFP^–^,ab^+^), NANOG^–^ (GFP^–^,ab^–^), and mixed (Fig. 2c, see Methods for details). All four colony types are substantially represented during the interval where OSKM is required to support high-efficiency reversion (Fig. 2c, d). Overall, our imaging-based lineage tracing indicates a shift from NANOG^–^ to NANOG^+^ states that is most heterogeneous, in terms of reporter activation, during the transition phase (24 to 48 h) before cells go from high to low OSKM induced reprogramming efficiency (Fig. 2c, d and Supplementary Fig. 1i, j).

### Transcriptional and OCT4-binding dynamics

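Gene expression during 2i/LIF withdrawal was measured by RNA-seq of polyadenylated RNA from the secondary iPSCs, which are pluripotent cells that carry dox-inducible OSKM transgenes and a GFP reporter of Nanog. The cells were maintained on mouse embryonic fibroblast (MEF) feeders in serum/LIF, and the paper's methods, written for the colony-forming assay, change them to 2i/LIF for at least 24 h and seed them on gelatin for at least 18 h before withdrawal. RNA was collected at 0, 24, 36, 48, 60, 72 and 96 h, with 2 replicates at each of the 7 timepoints and 14 samples in all. The authors mapped the reads to mm10 with TopHat, quantified Gencode transcripts of at least 200 bp with Cuffquant and compared all pairs of timepoints with Cuffdiff. Their deposited table gives 1 FPKM value per gene and condition, in which both replicates are combined. It holds no replicate values and no read counts, so the number of reads behind a value is not known and no RNA-seq value given here carries a spread, a test or a p-value. The values of a timepoint summed to between 603278 and 787579 FPKM, with a median of 720776, and between 4112 and 4637 genes were listed at 0. The values were used as deposited, since factors from median ratios across genes ran only from 1.00 to 1.02 over the 7 timepoints. Of the 22477 genes in the table, 14091 reached 1 FPKM at 1 or more timepoints. A gene was counted as changing by its values when any pair of timepoints differed by at least 2-fold and the higher value reached 1 FPKM, which 8552 genes did. These are 60.7% of the genes that reached 1 FPKM. The authors' deposited table places 4616 genes in its 3 groups, for which Cuffdiff also gave an FDR under 0.05, and 4615 of them changed by their values. Without the minimum of 1 FPKM, 15558 genes changed by their values. With at least 1 FPKM required at both timepoints of the pair, 6466 genes did. Of the 2086 genes that drop out under this stricter rule, 0 are in a group in the authors' deposited table. They include every gene whose highest value stayed under 2 FPKM, since a 2-fold change then leaves the lower value under 1 FPKM. The share of genes in a group rose with expression, from 0% of the 1470 genes whose highest value lay between 1 and 2 FPKM to 23.5% between 2 and 5 FPKM, 65.1% between 5 and 10 FPKM, 83.6% between 10 and 50 FPKM and 89.0% at 50 FPKM or more.

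**Figure D1:**
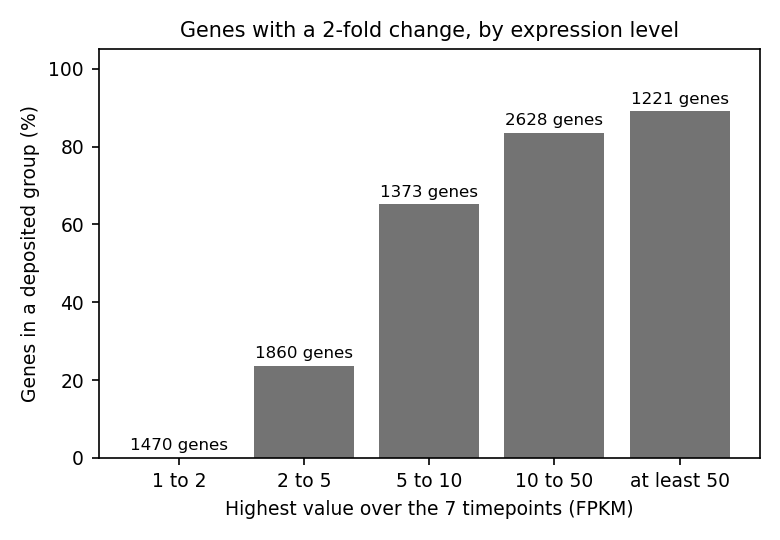
Percent of the genes with a 2-fold change between timepoints that are in a group in the authors' deposited table, by the gene's highest value over the 7 timepoints in FPKM. Each bar is 1 class of expression, with its number of genes above it, and the bars rise from 0% to 89.0%.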

To explore the molecular events that accompany this transition, we identified a total of 4616 dynamic genes over the first 96 h of differentiation by RNA-seq (Fig. 3a; Supplementary Data 1). These genes clustered into three co-regulated groups: an “early” set comprised of downregulated pluripotency-associated genes, an “intermediate” set highly enriched in chromatin regulators and a “late” set of induced genes associated with early differentiation (Fig. 3a, b and Supplementary Fig. 1n). 

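The authors' deposited table assigns 1363 genes to the early group, 1349 to the intermediate group and 1904 to the late group. Clustering the z-scored FPKM of the same genes by k-means, with 3 groups and 50 random starts, gave 1360, 1352 and 1904 genes, and 4613 genes fell in the group that the authors gave them. The median value of the early genes fell from 17.1 FPKM at 0 h to 8.52 FPKM at 24 h and 5.28 FPKM at 48 h, and it was 5.95 FPKM at 96 h. The median of the intermediate genes was 16.3 FPKM at 0 h, 29.0 FPKM at 24 h, 28.6 FPKM at 36 h and 11.8 FPKM at 96 h. The median of the late genes rose from 5.01 FPKM at 0 h to 12.9 FPKM at 96 h. The highest value lay at 0 h in 1235 early genes, at 24 h in 667 and at 36 h in 441 intermediate genes, and at 96 h in 1239 late genes. Among early genes that reached 10 FPKM, Apod, Accsl and Prdm14 changed most between 0 and 96 h, with log2 ratios of -10.47, -9.98 and -9.12. Apod lies on chromosome 16 of mm10 from 31296192 to 31314808 and fell from 40.6 to 0.0287 FPKM. At so low a value the precision of its ratio is not known, and so neither is its rank. Among late genes that reached 10 FPKM, the largest log2 ratios were 8.91 for Synpo2l, 8.44 for Car4 and 7.86 for Cyp26a1. Car4, on chromosome 11 from 84957786 to 84966044, rose from 1.35 to 470.4 FPKM. Of the intermediate genes, Enpp2 on chromosome 15 (54838901 to 54952892) was at 0.652 FPKM at 0 h, 42.3 FPKM at 36 h and 0.756 FPKM at 96 h. Dnmt3l on chromosome 10 (78041947 to 78063622) was at 34.7 FPKM at 0 h, 541.9 FPKM at 24 h and 18.5 FPKM at 96 h. The pluripotency gene Esrrb, on chromosome 12 from 86361117 to 86521628, fell from 149.9 FPKM at 0 h to 45.3 FPKM at 24 h and 3.07 FPKM at 96 h. Fgf4 held 82.6 FPKM at 0 h and 79.1 FPKM at 24 h, and the authors' deposited table lists it as intermediate. The table also lists Fgf5 as intermediate, with its highest value of 37.3 FPKM at 48 h, and Nodal as early, with 30.5 FPKM at 0 h, 7.16 FPKM at 48 h and 30.9 FPKM at 72 h. The early group also holds 14 of the 20 genes of a list of fibroblast markers. One of them is Col1a1, which fell from 228.7 FPKM at 0 h to 21.0 FPKM at 24 h.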

The presence of an intermediate wave of unique regulators during 2i/LIF withdrawal may in part be linked to the distinct features of this culture condition^27^ and support prior observations that cells undergo extensive epigenetic and transcriptional remodeling as they enter or exit naïve pluripotency^24,28,29^. Notably, the boundaries between early and intermediate as well as between intermediate and late cluster gene expression mirror those of the OSKM-specific response remarkably well (Fig. 3c).

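The mean z-scored FPKM of the early genes was 1.85 at 0 h and 0.168 at 24 h, and that of the intermediate genes was -0.399 and 0.971. By linear interpolation between these timepoints the means crossed at 17.7 h. At 48 h the mean was 0.495 for the intermediate and -0.285 for the late genes, and at 60 h it was -0.290 and 0.288, so these means crossed at 54.9 h. The early and late means crossed at 41.1 h. No timepoint lies between 0 and 24 h or between 48 and 60 h, and the data place each crossing only within its interval. With the median in place of the mean of each group, the first crossing moved to 16.7 h. The paper states that these boundaries follow those of the response to OSKM.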

**Fig. 3:**
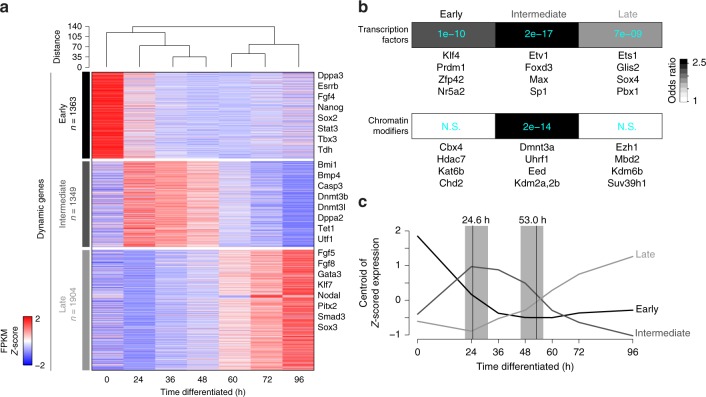
Transcriptional dynamics during the differentiation time course. **a** Heatmap of all dynamically expressed genes as measured by RNA-seq (minimum 2-fold change with FDR < 0.05 between any two timepoints; FPKM ≥ 1; *n* = 4,616) and clustered by k-means into three major categories: early (rapidly lost/decreasing), intermediate (transiently upregulated), or late (increasing or induced over time). Hierarchical clustering of the samples by Pearson correlation (top) separates iPSC/early differentiation timepoints and populations differentiated for longer than 48 h. Select genes belonging to each major expression dynamic category are listed on the right. Each timepoint consists of two replicates. **b** Enrichment for the three dynamic classes within a set of all annotated transcription factors (top row) or chromatin modifiers (bottom row). Greyscale represents enrichment odds ratios, while calculated *P* values (Fisher’s exact test) are indicated in light blue text. Representative members of each set that are not already listed in panel **a** are listed underneath each tile. **c** Line plot indicating the centroid of *Z* scored FPKM expression values for the three separate expression dynamics (early, intermediate, and late), demonstrating the overall transcription trajectory for each group over differentiation time. For reference, the range of state transition times calculated in Fig. 1d are highlighted with grey bars, with the median of transition times indicated by vertical black lines

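Clustering of the 7 timepoints was repeated on the z-scored values of the authors' dynamic genes, with 1 minus Pearson's r as the distance and complete linkage. The top-level group with 0 h held 4 timepoints, 0, 24, 36 and 48 h. These correlations are across genes, and genes are not independent replicates. Scaling each gene to a mean of 0 over the timepoints also pushes the correlations below 0 on average. Pearson's r was 0.176 between 0 and 24 h, -0.302 between 0 and 36 h and -0.499 between 0 and 48 h. It was 0.552 between 24 and 36 h, 0.733 between 36 and 48 h and 0.108 between 48 and 60 h. Among the later timepoints it was 0.585 between 60 and 72 h and 0.594 between 72 and 96 h.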

To further investigate the molecular drivers of the differential responses to OSKM, we performed genome-wide binding analysis of OCT4 before and during differentiation (0, 48, and 96 h after 2i/LIF withdrawal) by chromatin immunoprecipitation followed by sequencing (ChIP-seq) (Supplementary Data 2). We applied a fold change cutoff between any two conditions to acquire a final set of 31,555 high-confidence peaks that are dynamic during this period (from 59,247 total peaks, Fig. 4a and Supplementary Data 3). OCT4 binding displayed two clear dynamics: a set of “pluripotency peaks” with specific enrichment in the undifferentiated state (0 h) (*n* = 16,229; Fig. 4a and Supplementary Fig. 2a), and a second “differentiation peak” set with minimal enrichment at 0 h but substantial occupancy in the final 96 h sample (*n* = 15,326; Fig. 4a and Supplementary Fig. 2a). Interestingly, OCT4 binding appears to be globally reorganized during the transient phase, which is reflected by low enrichment within either the pluripotent- or differentiation-specific sets (Fig. 4a and Supplementary Fig. 2a). 

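In the RNA-seq time course Oct4 is listed under its symbol Pou5f1, which lies on chromosome 17 of mm10 from 35506018 to 35510772. Its value was 199.3 FPKM at 0 h, 205.4 FPKM at 48 h and 25.5 FPKM at 96 h. The log2 ratio between 96 h and 0 h was -2.97, and it was -2.92 after 1 FPKM was added to both values.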

The persistence of OCT4-based regulation over this timeline is in line with its continued though overall reduced expression by 96 h of differentiation (Supplementary Figs. 1c, 2b). Pluripotency and differentiation peaks localize within distinct genomic-features (Supplementary Fig. 2c, d). The pluripotency peak set appears to be associated with putative regulatory elements, as they are mostly distal to annotated transcription start site (TSSs) with CpG densities comparable to the genomic average. In contrast, the differentiation peaks primarily overlap with CpG island promoters (Supplementary Fig. 2c, d). Finally, by combining our OCT4 binding and expression data, we find that pluripotency peaks frequently occur in proximity to “early” genes that become downregulated over differentiation, while differentiation peaks are associated with “late” induced genes (Fig. 4b).

**Fig. 4:**
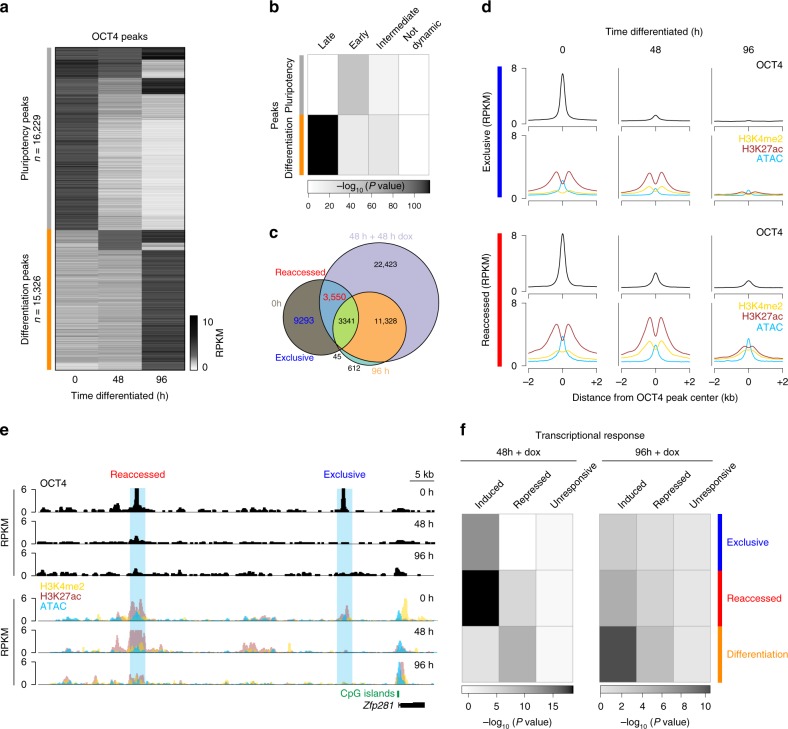
OCT4-binding dynamics distinguish several classes of gene regulatory elements. **a** Heatmap of 31,555 high-confidence OCT4-binding peaks that show dynamic changes over undirected differentiation (2-fold change between any two timepoints). Dynamic peaks were sorted based on OCT4 enrichment at 0, 48, and 96 h, separating them into pluripotency (*n* = 16,229) or differentiation (*n* = 15,326) associated peaks. RPKM: Reads per kilobase per million. Each timepoint consists of two replicates. **b** Heatmap of the statistical overlap between transcriptionally dynamic genes and genes associated with either with pluripotency or differentiation peaks. *P* value is calculated by the hypergeometric test and displayed in log_10_. **c** Venn diagram of OCT4 peaks from iPSCs (0h; gray), the 96 h differentiated cells (orange), and cells exposed to dox for 48 h after 48 h of differentiation (light blue, 48 h + 48 h dox). Most pluripotency-associated OCT4 targets are not shared with the 96 h or 48 h + 48 h dox timepoints (pluripotency-exclusive: “exclusive”, *n* = 9293 of 16,229 0 h peaks). A subset of pluripotency-associated sites (pluripotency-reaccessed: “reaccessed”; *n* = 3,550) are accessed by OCT4 in the 48 h +48 h dox sample (see also Supplementary Fig. 3a). RPKM Reads per kilobase per million. **d** Composite plots of OCT4 occupancy (black) and chromatin state at 0, 48, and 96 h differentiation timepoints for exclusive (top) and reaccessed (bottom) OCT4 targets. Chromatin state includes: H3K4me2, yellow; H3K27ac, dark red; and chromatin accessibility as measured by ATAC-seq, blue. Lines represent the median enrichment for each set within ±2 kb of the peak center. Each time-point consists of two replicates. **e** Genome browser tracks of OCT4 enrichment at the *Zfp281* locus. Top: OCT4 enrichment over differentiation (black). Bottom: selected chromatin dynamics (H3K4me2, yellow; H3K27ac, red; ATAC, blue). **f**. *P* value heatmap of the statistical overlap between genes that are induced, repressed, or unchanged (unresponsive) upon OSKM induction after 48 or 96 h differentiation, and genes closest to each of the three dynamic peak classes. Peaks were assigned to nearest protein-coding gene, with no upper bound on distance. *P* value for overlap significance is calculated by the hypergeometric test

### Unique epigenetic regulation of some OCT4 target regions

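The response to OSKM was measured by RNA-seq of cells that had been differentiated for 0, 24, 48 or 96 h and then re-seeded in serum/LIF for 48 h, without dox (–dox) or with 2 µg/ml dox (+dox). Each of these 8 conditions had 2 replicates, 16 samples in all, and their reads were processed together with those of the time course. The paper's methods describe re-seeding on MEF feeders for the colony-forming assay and do not say whether these samples had feeders. The values of a re-seeded condition summed to between 650564 and 832607 FPKM, with a median of 732673. The number of genes listed at 0 was 2756 in 24 h –dox, 3282 in 0 h –dox, 3608 in 24 h +dox and 3980 in 0 h +dox, and between 4369 and 5090 in the 48 and 96 h conditions. The depth can be estimated only roughly, from the steps between low values of genes with 1 transcript of at least 2.5 kb. A 2 kb gene at 1 FPKM stands at between 85.5 and 99.4 such steps in the 0 and 24 h conditions and between 30.8 and 39.1 in the 48 and 96 h conditions. Among the 48 and 96 h conditions the genes listed at 0 do not follow the steps, since 96 h +dox has both the most steps and the most genes at 0. Among the 0 and 24 h conditions they largely do. There –dox, with 99.4 steps at 0 h and 92.1 at 24 h, has fewer genes at 0 than +dox, with 85.5 and 87.5. Only the order of 0 h –dox and 24 h –dox goes against the steps. Log2 ratios are of the +dox to the –dox value with nothing added, and genes at 0 in either condition have none. The values of Pou5f1, Sox2, Klf4 and Myc add up transcripts of the endogenous gene and of the transgene wherever both map to the gene. For Pou5f1 the log2 ratio was 0.24 at 0 h and 0.29 at 24 h. It rose to 1.49 at 48 h, with 72.6 FPKM in –dox and 203.5 FPKM in +dox, and to 1.92 at 96 h, with 2.63 and 9.95 FPKM. Sox2 on chromosome 3 (34650405 to 34652461) had log2 ratios of -0.88, 0.22, 1.02 and 0.27 at 0, 24, 48 and 96 h. Klf4 on chromosome 4 (55527143 to 55532466) had -0.35, 0.45, 1.64 and 0.02. Myc on chromosome 15 (61985391 to 61990374) was lower in +dox at each timepoint, with log2 ratios of -0.39, -0.98, -0.94 and -0.68. In all, 10 of these 16 ratios were above 0. The authors' deposited table calls 109, 82, 272 and 366 genes induced and 193, 112, 270 and 506 genes repressed at 0, 24, 48 and 96 h. By the values alone, with a 2-fold change and at least 1 FPKM in the higher value, 462, 365, 831 and 846 genes rose and 715, 432, 818 and 1404 genes fell. Among genes called at 48 h that reached 10 FPKM, the largest rises were those of Fam25c, from 2.49 to 84.6 FPKM, Krtdap, from 2.98 to 99.0 FPKM, and Tek, from 1.03 to 12.5 FPKM. The largest falls were those of Pmp22, from 113.2 to 5.74 FPKM, Gbp2, from 67.1 to 5.54 FPKM, and Phldb2, from 88.1 to 8.65 FPKM.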

To further explore the immediate response to OSKM in our system, we began by investigating changes to expression after 48 h of OSKM induction as cells proceed through early differentiation by 2i/LIF withdrawal. At each differentiation point, we observe only subtle differences between the –dox and +dox response (Supplementary Fig. 2e). 

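Spearman's correlation between –dox and +dox was computed across the 14856 genes with at least 1 FPKM in any of the 15 conditions. It was 0.977 at 0 h, 0.982 at 24 h, 0.966 at 48 h and 0.954 at 96 h. Genes are not independent replicates, so these values describe the profiles and carry no test. Across the authors' dynamic genes alone it was lower at each timepoint, and lowered most at 48 h, to 0.92. The share of genes whose values differed by at least 2-fold in either direction was 12.6% at 0 h, 9.49% at 24 h, 15.7% at 48 h and 20.3% at 96 h. The median log2 ratio over all of these genes was 0.04, 0.01, -0.02 and -0.03. The shares set no minimum on the 2 values compared. The depth estimated from the steps was lower in the 48 and 96 h conditions than in those at 0 and 24 h. Lower depth could by itself raise the shares and lower the correlations, so their change with time does not measure the response to dox alone.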

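A principal component analysis of the 15 conditions was run on the log2(FPKM + 1) values of the authors' dynamic genes, each scaled to unit variance. The first component held 40.2% of the variance and the second 22.8%. In the plane of these components, 48 h –dox lay 102.0 units and 48 h +dox 76.2 units from the 0 h timepoint, a ratio of 0.747. The ratio was 0.628 for the cells re-seeded at 0 h, 0.800 at 24 h and 0.954 at 96 h. The nearest timepoint of the time course was 96 h for 48 h –dox and 72 h for 48 h +dox. It was 0 h for both conditions re-seeded at 0 h, 60 h for both at 24 h and 96 h for both at 96 h. With all components instead of the first 2, the ratio at 48 h was 0.902 and that at 0 h was 0.976.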

Principal component analysis (PCA) shows that the population of cells that re-establish pluripotency (0, 24, and 48 h +dox) are generally closer in expression space to the early differentiation timepoints (Supplementary Fig. 2f). We also observe a significant overlap between dox-induced genes and “early” pluripotency-genes, while dox-repressed genes are enriched for “late” differentiation-associated genes (Supplementary Fig. 2g). 

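Overlaps at 48 h were counted among the 12665 genes with at least 1 FPKM in 48 h –dox or 48 h +dox, using the calls and groups in the authors' deposited table. Of the 272 induced genes, 119 are early genes, an odds ratio of 7.52. Random gene lists of the same size and matched expression, 10000 in number, shared a median of 30 genes with the early group and at most 52. Another 77 induced genes are intermediate, with an odds ratio of 3.61, and 26 are late. Of the 270 repressed genes, 177 are late genes, an odds ratio of 11.9, and the random lists shared at most 75 genes with the late group. A further 38 repressed genes are early and 13 are intermediate. With the calls made by the values alone, the odds ratios fell to 3.35 for the induced and early genes and 2.61 for the repressed and late genes. At 0 h, 48 of the 109 induced genes are early, an odds ratio of 7.10. Of the 193 genes repressed at 0 h, only 37 are late, an odds ratio of 1.48, against a median of 33 in random lists. Another 69 of them are intermediate, an odds ratio of 4.99. At 24 h, the authors' deposited table has 45 early genes among 82 induced ones and 74 late genes among 112 repressed ones. At 96 h the odds ratio of the early group was 3.90 among the induced and 2.96 among the repressed genes. That of the late group was 1.82 among the induced and 2.95 among the repressed genes.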

Although the majority of pluripotency-associated genes do not respond to OSKM induction at this timepoint (only 157 of 1363 respond; 119 up and 38 down; Supplementary Fig. 2h), those that do also lose this responsiveness shortly after 48 h of differentiation (Supplementary Fig. 2i, j).

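Judged by the values, 208 early genes were at least 2-fold higher and 78 at least 2-fold lower in 48 h +dox than in 48 h –dox, and 1077 were neither. Of these, the authors' deposited table calls 119 induced and 38 repressed. The early genes as a whole had a median log2 ratio of 0.28 at 48 h, against 0.20 at 0 h, 0.23 at 24 h and -0.03 at 96 h. The 119 early genes called induced at 48 h had a median log2 ratio of 0.29 at 0 h, 0.67 at 24 h, 1.43 at 48 h and 0.70 at 96 h. In the authors' deposited table 10 of them are also induced at 0 h, 20 at 24 h and 34 at 96 h, while 5 are repressed at 96 h. These 5, named after their values were seen, are Aplp1, Crabp1, Ephx2, Nid1 and Spp1. Because these genes were chosen by their values at 48 h, the same medians were taken for the early genes called at the other timepoints. The 48 genes called at 0 h had medians of 1.38 at 0 h and 0.68 at 48 h. The 45 genes called at 24 h had medians of 1.32 at 24 h, 1.22 at 48 h and 0.06 at 96 h. The 103 genes called at 96 h had medians of 1.38 at 96 h and 0.68 at 48 h. Early genes called repressed at 96 h number 116 in the authors' deposited table. Nanog, on chromosome 6 from 122707489 to 122714633, was at 32.9 FPKM in 48 h –dox and 48.6 FPKM in 48 h +dox. It was at 2.13 FPKM in 96 h –dox and 8.63 FPKM in 96 h +dox, where the table lists it as induced. From the ratios of the genes induced at 48 h in Supplementary Fig. 2i, j, the paper states that the early genes that respond to OSKM at 48 h stop responding soon afterwards.

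**Figure D2:**
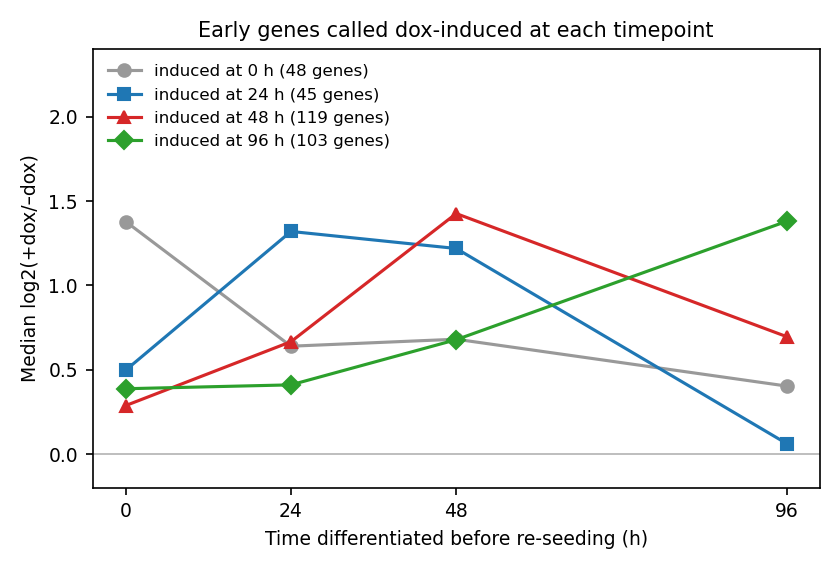
Median log2 ratio of +dox to –dox at 0, 24, 48 and 96 h of differentiation for the early genes called induced at each of these timepoints. Each line is the set called at 1 timepoint, and every set has its highest median at the timepoint at which it was called.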

We complemented our expression analysis with additional ChIP-seq in –dox and +dox conditions following 0, 48, and 96 h of differentiation (Supplementary Fig. 2k). Interestingly, we find a subset of 3550 pluripotency-associated OCT4 targets (pluripotency-reaccessed: henceforth referred as “reaccessed*”*) that remain competent for ectopic binding until at least 48 h of differentiation (Fig. 4c and Supplementary Fig. 3a, b). OCT4 binding was clearly enriched in the reaccessed regions compared to the larger set of pluripotency-exclusive (henceforth referred as “exclusive”, *n* = 9293) regions (Supplementary Fig. 3c). These two distinct subsets of pluripotency-associated peaks cannot be distinguished by their genomic distribution or overlap with notable genomic features (Supplementary Fig. 3d, e). To investigate the underlying molecular features that might result in differential OCT4 binding, we examined H3K4me2, H3K27ac, and chromatin accessibility dynamics using the assay for transposase-accessible chromatin using sequencing (ATAC-seq) over differentiation (Supplementary Figs. 2k, 3b; right panel). We observed a slight delay in the erasure of the selected histone modifications and persistent ATAC signal at reaccessed peaks compared to exclusive peaks (Fig. 4d, e and Supplementary Fig. 3b, f, g). Furthermore, during pluripotency reacquisition after 48 h of differentiation (+dox), reaccessed sites significantly gain H3K4me2, H3K27ac, and ATAC-seq signal, supporting a functional response to ectopic OCT4 binding (Supplementary Fig. 3b, f, g). The set of reaccessed peaks are also more frequently proximal to genes that are transcriptionally upregulated following OSKM induction after 48 h of differentiation, and which are additionally involved in processes related to stem cell maintenance and early development (Fig. 4f and Supplementary Fig. 3h). Overall, these data suggest that selected *cis*-regulatory elements may permit an extended opportunity for OCT4 binding, possibly because they are incompletely or differentially silenced during early differentiation.

We also sought to compare exclusive and reaccessed peak sets by their extended motif structure, which could also pinpoint unique co-regulators. By motif analysis, we find that reaccessed regions do not harbor a unique set of motifs but are generally comprised of motif combinations that are otherwise exclusive to either pluripotency or differentiation-associated peaks (Supplementary Fig. 4a, b and Supplementary Data 4). In line with their proximity to TSSs, differentiation-associated peaks contain motifs generally associated with CpG island promoters, such as from the KLF/SP1, MAZ, and EGR families (Supplementary Figs. 3e, 4a, and b). Reaccessed peaks are enriched for pluripotency-associated TFs such as SOX2 and NANOG as well as for KLF/SP1, MAZ, and EGR family motifs. Positional preference analysis for these motifs indicates that reaccessed peaks have the highest motif preference around 20 bp away from the peak center, further implicating other co-factors in stabilizing OCT4 binding during early differentiation (Supplementary Fig. 4c). As SOX2 is also essential for reprogramming and a known OCT4 co-factor, we performed SOX2 ChIP-seq during differentiation and reprogramming and compared it with OCT4 sites (Supplementary Data 5). Overall, SOX2 showed very similar binding dynamics, including its respective genomic features (Supplementary Fig. 4d-i). Comparing, OCT4 and SOX2 sites that are accessed in cells differentiated for 48 h showed a very high overlap, as around 62% of SOX2 sites are also occupied by OCT4 (Supplementary Fig. 4f). Specifically, out of 3550 OCT4 reaccessed peaks, 2496 also show high SOX2 enrichment (RPKM>2) and reducing the enrichment cutoff further (RPKM>1.5) increases the overlapping SOX2 binding set to 3112 peaks. Given this high overlap between OCT4 and SOX2 binding, we focused our subsequent analysis on OCT4.

Next, we wanted to further explore the implications of delayed OCT4 loss and persistent ATAC-seq at reaccessed sites as cells exit pluripotency in vivo. DNA methylation represents a more stable, long-term silencing mechanism with clear epigenetic properties that can influence or reflect TF binding dynamics^30^. Therefore, we investigated the methylation of CpG dinucleotides around the OCT4 target sites during early mouse development and in somatic cells, which are the typical source for reprogramming experiments. We utilized pre-existing DNA methylation data from inner cell mass (ICM, E3.5), epiblast (E6.5), ESCs and somatic tissues^31–33^. Within the ICM, both reaccessed and exclusive sets are hypomethylated, as expected for this developmental stage (Fig. 5a and Supplementary Fig. 5a). However, during the subsequent global re-methylation, reaccessed regions display a notable methylation difference in the epiblast compared to exclusive regions (0.39 and 0.69 mean methylation, respectively), and differential methylation between the two sets is preserved in ESCs and somatic tissues (Fig. 5a, b and Supplementary Fig. 5a-d). Alternatively, DNA hypersensitivity is present in ESCs but not retained in somatic cells, indicating that these *cis*-regulatory elements are generally not actively utilized or maintained in the canonically nucleosome-depleted, open chromatin state that is typically associated with active enhancers (Fig. 5b and Supplementary Fig. 5e). Although further investigation is needed, it is worth noting that reaccessed regions exhibit a 2.4-fold higher CpG density as compared to the genomic average, an unusual and distinguishing sequence feature (Fig. 5c). Taken together, our results suggest a route towards pluripotency that involves a small subset of pluripotency-associated genes and selected *cis*-regulatory elements that display unique H3K4me2, H3K27ac, and DNA accessibility dynamics during differentiation in our model, as well as a surprising epigenetic memory of the pluripotent state that persists as focal hypomethylation throughout development.

**Fig. 5:**
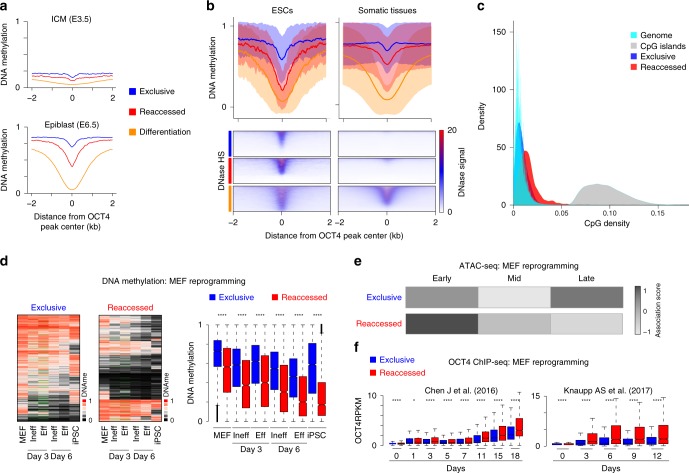
Accessible OCT4 targets retain a residual epigenetic signature over differentiation. **a** CpG methylation levels of exclusive, reaccessed, and differentiation-associated OCT4 targets during early development in vivo. Composite plots of mean DNA methylation (WGBS data) are shown for E3.5 ICM and epiblast (E6.5). Differentiation-associated OCT4 peaks are shown for comparison. **b** Reanalysis of WGBS (upper panel) and DNase hypersensitivity data from ENCODE (lower panel) for OCT4 peaks in ESCs and six somatic tissues, shown as “somatic average”^31,33,62^. Peaks were extended to ±2 kb from the center before calculating the average signal. Lines indicate the median values for each set while shaded areas represent ±1 standard deviation. **c** Histograms of CpG density within 1 kb genomic tiles, annotated CpG islands, and OCT4 peaks, either exclusive or reaccessed (mean/median CpG counts per 100 bp: 8.01/6, 67.65/54, 5.67/5, and 11.65/9, respectively). **d** Heatmaps show DNA methylation changes during MEF reprogramming at exclusive and reaccessed regions^35^. OSKM induced MEFs were divided into efficient (Eff) and inefficient (Ineff) reprogramming populations based on established markers prior to methylation profiling. On the right panel, the WGBS data is represented as boxplot. Horizontal black lines indicate medians; boxes show central 50% of data and whiskers indicate 25^th^ and 75^th^ percentile data. Mean methylation at our regions of interest required a minimum of 1 CpG of at least 3x coverage and green indicates insufficient coverage. *P* values are calculated using Mann-Whitney test: ****p < 0.0001. **e** Heatmap of the association score (row normalized) between exclusive, and reaccessed OCT4-binding regions with regions that become accessible during early, middle or late stages of MEF reprogramming (based on a recent study^6^). The significance (the association score) is calculated using the regioneR package^60^. **f** OCT4 enrichment for exclusive and reaccessed regions during MEF reprogramming (reanalyzed ChIP-seq data from Refs ^7,32^). Horizontal black lines indicate medians; boxes represent interquartile range showing central 50% of data and whiskers indicate 25^th^ and 75^th^ percentile data. *P* values are calculated using Mann-Whitney test: ****p < 0.0001; *p < 0.05. RPKM Reads per kilobase per million

### Reaccessible regions respond early in somatic reprogramming

Our reversion system was designed to enable a detailed molecular and temporal characterization of the somatic-like barriers that prevent high-efficiency reprogramming after pluripotency exit. As a final step, we wanted to examine how these insights may translate to somatic cell reprogramming using a number of recently published and directly relevant datasets^4,6,34–36^. In line with our somatic DNA methylation analysis (Fig. 5a, b), data from MEF reprogramming^35^ indicate that OCT4 reaccessed regions begin with less methylation and are more likely to lose methylation within the early stages of OSKM induction (Fig. 5d). Using recently published ATAC-seq data^6^, we categorized regions as early, middle or late based on the day they gained chromatin accessibility during MEF reprogramming, and find that the OCT4 reaccessible sites are highly enriched in the early set compared to exclusive sites (Fig. 5e). Preferential opening of the reaccessible sites is also observed during B-cell reprogramming^36^ (Supplementary Fig. 5f). Finally, we also find differential OCT4-binding dynamics in MEF reprogramming^4,34^ (Fig. 5f). Collectively, reanalysis of these data sets indicate that the OCT4 reaccessed regions from our model are generally responsive to OSKM induction during earlier stages of somatic cell reprogramming compared to those that are active exclusively within the pluripotent state itself.

## Discussion

Previous studies indicate that the major impediment to establishing stable pluripotency is to overcome barriers that are not surmounted until late in the reprogramming process, after which the transition to pluripotency occurs with near-deterministic kinetics^37,38^. Transitioning into this deterministic phase requires activation of the endogenous pluripotency circuitry through a yet undefined route. It is well established that inclusion of chromatin remodelers and other epigenetic modifiers in the reprogramming cocktail can alter the efficiency and kinetics of somatic cell reprogramming^13,19,20,22,39,40^. In many cases, modulating epigenetic regulators appears to act either directly or indirectly by facilitating reprogramming factor access to key pluripotency-associated loci, further implicating a regulatory or epigenetic barrier that prevents high-efficiency reprogramming from the somatic cell state. Central, long-standing questions that remain to be answered are related to the nature of this barrier as well as when and how it is overcome.

In this study, we find that a somatic-like barrier to reprogramming is set shortly after cells exit pluripotency. Establishing this barrier correlates with restricting OCT4-binding to a specific subset of pluripotent-state *cis*-regulatory elements. The period between when pluripotency can be restored by Serum/LIF alone and when this OSKM-resistant barrier is imposed points to a molecular determination event during early differentiation that is subsequently reflected in the low efficiency and extended latency of somatic cell reprogramming. The transient high-efficiency reprogramming response is likely accomplished through the induction of a subset of pluripotency-associated genes via a core set of distal regulatory elements that are characteristically active in the pluripotent state. OCT4’s ability to access these regions correlates with the reprogramming outcome and may represent the bottleneck through which re-establishment of pluripotency is initiated. However, OCT4 engagement with this minimal subset of pluripotent-state *cis-*elements represents only a first step to reconfiguring pluripotency and does not induce its target genes to levels seen in stably self-renewing pluripotent stem cells. As additional components of the full pluripotency network stabilize, and the expression of key regulators increases, OCT4 may broaden its regulatory role to include the larger set of initially inaccessible enhancer regions. It is possible that the immediately responsive elements observed in our study nucleate target gene induction to a certain threshold but are not themselves sufficient for the complete transcriptional output observed when the pluripotent network is fully activated.

Reprogramming-associated OCT4 targets are distinguishable by several notable characteristics, including delayed silencing reflected by a more persistent euchromatic signature, a higher than genomic average CpG density, and a unique combination of transcription factor binding motifs. Ectopic binding by OCT4 at reaccessed regions is distinguishable by the dual presence of co-factor motifs associated with both pluripotency and early differentiation, indicating that a combinatorial logic may dictate the differential accessibility of these regions during high- and low-efficiency reprogramming. The transition state in our system emerges as the pluripotency network is dismantled but precedes establishment of a differentiated cellular identity. As such, it aligns principally with the recently described “formative pluripotency” stage that separates naïve pluripotency from lineage specification during gastrulation^24,41,42^. Part of the pluripotency-associated transcriptional and epigenetic program is also utilized during primordial germ cell (PGC) development^43–46^ leading us to speculate that these regions could be important for PGC development. In this model, preserving germline potential within the pluripotent epiblast would require protection of critical regions during global genome remethylation, leading to a persistent epigenetic memory that is carried into rest of the soma. This residual signature of the pluripotent state appears analogous to the proposed epigenetic memory of somatic patterning retained in iPSCs derived from different cell types^47–49^. Finally, it is worth noting that the retention of an open chromatin signature at reprogramming-associated *cis*-elements is not the sole permissive factor for deterministic reprogramming: while euchromatic signatures persist at these regions past the transition point, they are nonetheless initially refractory to OCT4 binding when ectopic OSKM is induced in cells differentiated for more than 48 h. One factor in this context may be the decreasing total OCT4 levels (endogenous plus ectopic) during the differentiation, which may affect pluripotency reacquisition along with the epigenetic state of reaccessed targets.

Our system enabled us to directly compare high-efficiency reprogramming populations with those that reprogram only at somatic-comparable rates with the goal of connecting mechanisms that allow experimentally induced changes in cell fate to those that oversee normal developmental processes. By separating exogenous (Serum/LIF) from intrinsic (ectopic OSKM) responses over differentiation time, we have effectively described moments of specification and determination in a molecularly dissectible manner. These principles may be broadly applicable as a quantitative method for describing cell state transitions.

## Methods

### Cell culture

Doxycycline (dox)-inducible secondary induced pluripotent stem cells (iPSCs) containing GFP targeted to the endogenous *Nanog* locus^50^ and constitutive nuclear RFP were maintained on CF1 mouse embryonic fibroblasts (MEFs; Applied Stem Cell, catalog # ASF-1213) in KO-DMEM containing 15% fetal bovine serum (FBS), 1% penicillin/streptomycin, 1X glutaMAX supplement (Gibco), 1% nonessential amino acid, and 5 × 10^5^ U LIF. To perform the colony-forming assay, iPSCs were first changed into serum-free N2B27 medium supplemented with LIF and 2i (3 μM CHIR99021 and 1 μM PD0325901) for a minimum of 24 h. Prior to differentiation, iPSCs were fully dissociated to single cells and seeded at low density (~12,000 cells/cm^2^) on gelatin-coated plates in LIF 2i medium. After a minimum of 18 h, differentiation was induced by rinsing iPSCs thoroughly with 1X PBS and changing to N2B27 media without 2i/LIF. To test colony-forming potential, differentiated cells were trypsinized to single cells and seeded at very low density (~1300 cells/cm^2^) on CF1 MEFs in KO-DMEM containing 15% serum and LIF (no dox condition) or supplemented with 2 μg/ml dox (+dox condition). For the OSKM pulse assay, differentiated cells were trypsinized and seeded as described above.

### ChIP and ChIP-seq library construction

Cells were crosslinked in 1% formaldehyde for 10 min at 37 °C with constant stirring, followed by quenching with 125 mM glycine for 5 min at room temperature. Cells were rinsed with 1X PBS and lysed, and chromatin was sheared using a Branson sonicator to a DNA fragment range of 200–1000 base pairs. Chromatin was incubated with antibody at 4 °C overnight with constant rotation. Co-immunoprecipitation of antibody-protein complexes was performed using Protein A or Protein G Dynabeads for 1 h at 4 °C. ChIP libraries were completed using previously reported method^51^. In brief, immunoprecipitated DNA was end repaired using the End-IT DNA End-Repair Kit (Epicentre), extended using Klenow fragment (3’−5’ exo) (NEB), and ligated to sequencing adapter oligos (Illumina). Each library was PCR-amplified using PFU Ultra II Hotstart Master Mix (Agilent), and a size range of 300–600 base pairs selected for sequencing. Immunoprecipitation was carried out using following antibodies: OCT4 (Santa Cruz, sc-8628x; 5 ug per 10^6^ cells), SOX2 (Santa Cruz, sc-17319; 5 ug per 10^6^ cells), H3K4me2 (Millipore, 07–030; 5 ul per 10^6^ cells), H3K27ac (Diagenode, C15410196; 1 ug per 10^6^ cells). Libraries were sequenced on the Illumina Hiseq 2000.

### RNA-seq library construction

Polyadenylated RNA was selected using Oligo dT beads (Invitrogen) and fragmented to 200–600 base pairs, then ligated to RNA adaptors using T4 RNA ligase. Libraries were sequenced on the Illumina Hiseq 2000.

### ATAC-seq library construction

Nuclei were isolated from 50,000 cells and incubated with Tn5 transposase (Illumina) for 30 min at 37 °C. DNA was purified and PCR-amplified using customized Nextera PCR primers. A size range of 200–1000 base pairs was selected for sequencing on the Illumina Hiseq 2000.

### RNA-seq analysis

RNA-seq reads were mapped to the mouse genome (mm10) using TopHat v2.0.14^52^ with the flags: “–no-coverage-search–GTF gencode.vM4.annotation.gtf” where gencode.vM4.annotation.gtf is the Gencode vM4 reference transcriptome available at gencodegenes.org. Cufflinks v2.2.1^53^ was used to quantify gene expression and assess the significance of differential expression. Briefly, Cuffquant was used to quantify mapped reads against Gencode vM4 transcripts of at least 200bp with biotypes: protein_coding, lincRNA, antisense, processed_transript, sense_intronic, sense_overlapping. Cuffdiff was run on the resulting Cuffquant .cxb files, with a contrast file specifying comparisons between all pairs of differentiation timepoints, and all time-matched –dox/+ dox pairs. Genes were deemed to be “dynamic” if they showed a statistically significant change in expression between any two differentiation timepoints, with a minimum fold change of 2 and a minimum expression of 1 FPKM in that comparison. Expression level, fold change and statistical significance were all assessed by Cuffdiff. 

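Among the 1910 calls of induced or repressed genes that the authors' deposited table makes over the 4 timepoints, 0 have a value under 1 FPKM in either condition. The lowest values of a called gene were 1.0023, 1.0033, 1.0051 and 1.0008 FPKM at 0, 24, 48 and 96 h. A 2-fold change with at least 1 FPKM in the higher value and less in the lower was seen 2597 times, of which 0 were called. In 23 of these cases the higher value was at least 10 FPKM, 5 of them at 48 h and 18 at 96 h. Those at 48 h, named after their values were seen, are Crygn, Fgf5, Gm20538, Gm28625 and Lrrc34. With both values at 1 FPKM or more and the higher at 10 FPKM or more, the authors' deposited table calls 68.6% of the 2-fold changes at 0 h, 72.5% at 24 h, 77.8% at 48 h and 85.3% at 96 h. The share called rose with the lower value, at 48 h from 34.5% between 1 and 2 FPKM to 82.4% at 10 FPKM or more.

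**Figure D3:**
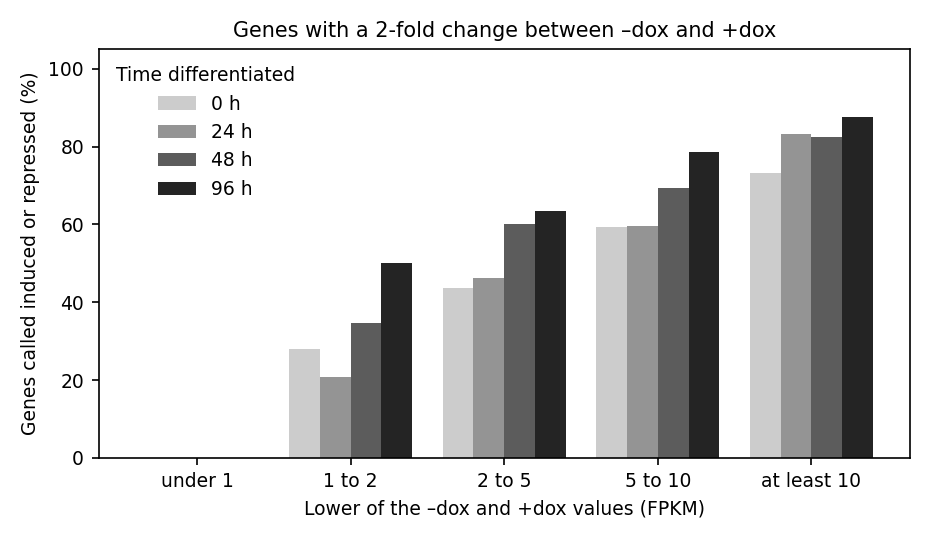
Percent of the genes with a 2-fold change between –dox and +dox that the authors' deposited table calls induced or repressed, by the lower of the 2 values in FPKM. Each bar is 1 timepoint, and under 1 FPKM the share is 0% at all 4 timepoints.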

Genes were deemed to be “OSKM responsive” at each of four timepoints by applying the same criteria to the corresponding –dox/+dox conditions. Dynamic genes were grouped into three broad expression dynamics via k-means clustering of gene expression levels across the differentiation time course. k = 3 was chosen by varying k from 2 to 20 and looking for maximum cluster separation as assessed by the silhouette score.

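The mean silhouette score of k-means on the z-scored FPKM of the authors' dynamic genes was 0.410 for k = 2, 0.436 for k = 3 and 0.381 for k = 4. For larger k it fell to 0.323 at k = 5 and 0.201 at k = 20. On z-scored log2(FPKM + 1) values, k = 2 scored 0.408 and k = 3 scored 0.389.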

### ChIP- and ATAC-seq read mapping

Reads were mapped to the mouse genome (mm10) using Bowtie v2.2.5^54^ (ref. ^51^) with default options.

### OCT4 peak calling, quantification, and clustering

OCT4-binding sites were identified using the MACS v2.1.0^55^ (ref. ^52^) peak caller with the flags: “–bdg–gsize mm”, an FDR < 0.05 and using a common whole cell extract BAM as the background for all timepoints. Peaks were called against a set of merged whole cell extract (WCE) reads generated by randomly sampling 10M reads from six different WCE samples. In order to track the dynamics of individual peaks over time, we devised the following strategy to merge peaks from different timepoints into an epitope-wide “consensus peak set.” Peak summits called by MACS were merged into a consensus region if they fell within 1 bp of each other. A new summit location was determined by taking the weighted average of all peak summits within the consensus region. Following the designation of the new summit, the peak region was defined by extending outwards by 300 bp on either side of the summit. Peak intensities were defined as the maximum number of reads within the 600 bp peak region, normalized by length and library size to get an RPKM value. Library size was taken as the number of reads mapping to non-mitochondrial chromosomes. Based on a comparison of the distribution of peak intensities from ChIP and WCE conditions, 3 RPKM was chosen as the threshold for discrete binding events. To identify relevant differential binding events, loci bound at both 0 h and 96 h, or unbound at both 0 h and 96 h, were ignored. The remaining peaks were split into three dynamics based on whether they were above threshold in the 0, 96, and 48 h +dox conditions.

### Quantification of H3K4me2, H3K27ac, and ATAC-seq

For each OCT4 consensus peak, the Bioconducter package QuasR^56^ was used to count the number of ChIP- and ATAC-seq reads within a centered 600bp window. Read counts were normalized by library size to get RPKM.

### Composite plots

Composite plots for OCT4, H3K27ac, H3K4me2, and ATAC-seq are created using the Homer^57^ package. In brief, “tag-directories” were created for all ChIP-seq and ATAC-seq samples. Peaks were extended by 2000 bp in each direction from the summit, and tag directories were then used to create a matrix for all peak sets with per nucleotide tag densities. Individual replicates were normalized for its respective sequencing depth. Matrix file containing normalized read counts within an extended 4000-bp window were imported into R to create the plots. In case of WGBS data, CpGs with less than 3× coverage were excluded. An in-house script was used to then generate a matrix with mean DNAme values for regions of interest using a 100 bp window with overlapping sliding window of 25 bp. This matrix was then used for calculating ±1SD at each position and plotted using R.

### Motif analysis

A set of 881 TF binding site motifs were obtained^58^ and FIMO^59^ was used to scan all OCT4 consensus peaks for occurrences of these motifs. Peaks were deemed to contain a motif if FIMO reported a p-value below 1e^−4^ at one or more locations within the peak. This yielded a binary matrix where rows represented OCT4 peaks, columns represented motifs, and each element represented motif presence or absence (1 or 0, respectively). Columns were grouped into clusters according to presence or absence of motifs for each peak set to identify cluster of motifs enriched in a particular peak set.

### Read-density heatmaps

Like composite plots, generation of read-density heatmap followed similar steps as described in Homer documentation but using a window size of 10bp. The signal density was internally normalized for each sample type (OCT4, H3K27ac, H3K4me2, and ATAC) before plotting the read-density heatmaps. Minimum and maximum signal was calculated across all samples at all peak sets and this signal was then capped at 99th percentile to remove outlier that might bias color density in the heatmaps.

### Genomic and gene overlaps

Statistical significance of gene set overlap was calculated using R package GeneOverlap (https://github.com/shenlab-sinai/geneoverlap). The significance of genomic overlaps was calculated using the regioneR^60^ package.

### Image acquisition and immunohistochemistry

All images for the colony formation, OSKM pulse, and directed differentiation assays were acquired using the Celigo S Image Cytometer. For imaging the colony formation and OSKM pulse assays, (Figs. 1b, 2a, and Supplementary Fig. 1e-g), plates were fixed in 4% paraformaldehyde and immune-stained for NANOG (BD Pharmingen, 560259) at 1:1000 dilution and detected using Alexa 488 conjugated secondary antibodies (Jackson Immunoresearch). For live imaging of lineage tracking (Figs. 1, 2c, and Supplementary Fig. 1k-m), images were acquired using a IX-71 microscope (Olympus), motorized Prior XY stage, and MetaMorph image analysis software as a 5 × 5 connected field at ×20 magnification, starting 6 h after initial seeding to allow for cells to adhere.

### Image analysis

All images were scaled and background subtracted using the ImageJ software’s “rolling ball” algorithm. Counted objects (colonies or cells) were segmented according to the constitutive RFP signal using the CellProfiler software package (Fig. 1c, d and Supplementary Fig. 1e, f)^61^. The distribution of GFP pixel intensities was calculated for all segmented objects, and thresholds for positive and negative pixels calculated separately for each assay (see below). For the colony formation assay and OSKM pulse assays, pixels were classified as GFP-positive if their intensity fell above a 20% threshold of control undifferentiated iPSC colonies. To estimate reprogramming efficiency and fate outcome on a per-colony basis from our lineage tracking images, GFP signal was measured for each imaged timepoint within the RFP-segmented area. To distinguish between GFP-positive and GFP-negative colonies, a threshold was empirically determined based on the distribution of background GFP intensities. A colony was defined as GFP-positive if its mean GFP signal was higher than the maximum value of the background distribution. The identity and number of colonies was defined at the 48 h time point. In some images acquired at later timepoints where high cell density and colony merging impeded proper segmentation, segmentation boundaries from earlier timepoints (48 h) were used for estimating colony mean GFP signal. In those instances, the segmented area was expanded to simulate colony growth. Final automatic results were corrected manually to include colonies that drifted (<10% of total colonies). To determine the onset time of GFP signal (Fig. 2b and Supplementary Fig. 1m), the GFP intensity distribution over the full imaging field was used. Colonies were classified manually into one of four possible fates outcomes based upon GFP signal (Fig. 2d).

### Modeling state transition times

To determine the timing of transitions between the three empirically determined reprogramming response states (Fig. 1), we first estimated a distribution of possible transition times. The three biological replicates for the colony formation assay were combined and the fraction of GFP-positive pixels normalized to the undifferentiated iPSC control. The aggregate population of GFP+ fractions was split into groups corresponding to every 10^th^ percentile separately for the + dox reprogramming condition and the + serum/LIF alone (–dox) condition. Each group was fitted separately to a sigmoid function of GFP+ fraction over differentiation time, and estimated transition times were defined as the median time where GFP+ fraction equals 0.5.

### DNase analysis

DNase reads were downloaded from GEO (GSE49847) and mapped to the mouse genome (mm10) using Bowtie v2.2.5 with default options. DNase signal as represented in read-density heatmaps was computed as reported above.

### DNA methylation analysis

CpG methylation tables were downloaded from GEO (GSE84236, GSE42836, GSE30206), and CpGs with coverage of less than three reads were ignored. 5 kb windows centered on OCT4 consensus peaks were subdivided into 50 bp bins, and the methylation level of all CpGs in the bin with coverage of at least 3 reads were averaged. DNA methylation data from MEF reprogramming was also processed in same way to calculate CpG methylation levels for selected peak sets.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

## Data Availability

All data generated as part of this study have been deposited in GEO under accession number GSE117205. Additional published data sets used in this study can be found under the following accession numbers: GSE84236: DNAme (ICM(3.5) and Epiblast (6.5)); GSE67520 & GSE101905 : OCT4 ChIP-seq; GSE93029: ATAC-seq MEF (reprogramming); GSE96611 : ATAC-seq (B-cell reprogramming); GSE106838 : DNAme (MEF reprogramming); GSE42836 : DNAme (Somatic tissues); GSE30206 : DNAme (mESC); GSE49847 : DNase-seq.

# Supplementary material for: Differential regulation of OCT4 targets facilitates reacquisition of pluripotency
**Source:** Nat Commun. 2019 Sep 30;10:4444. doi: 10.1038/s41467-019-11741-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Differential regulation of *OCT4* targets facilitates reacquisition of pluripotency**

**Thakurela *et al.***

List of Content

Supplementary Figures 1-5

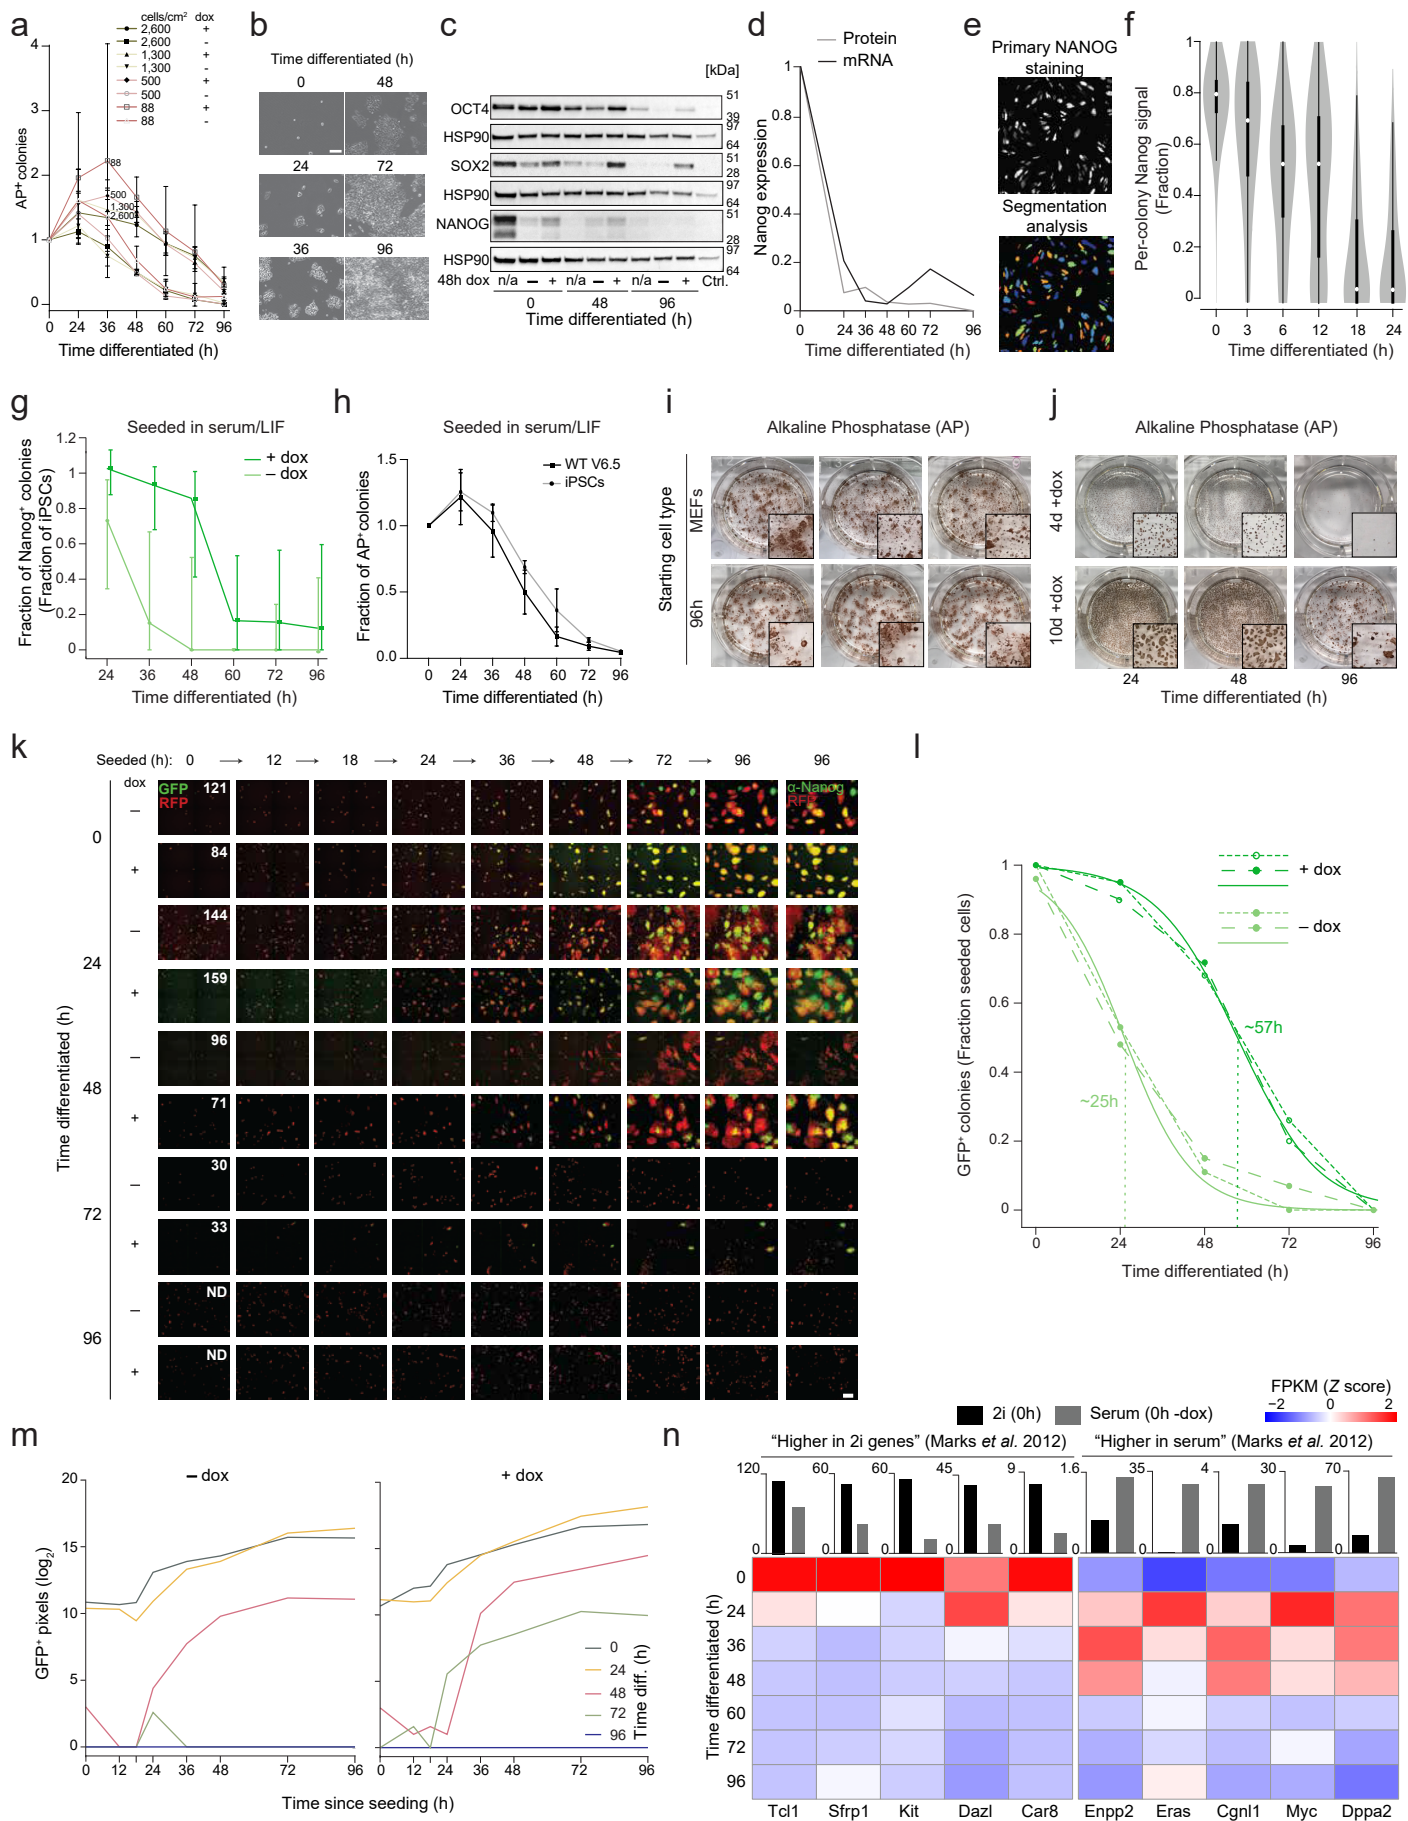

**Supplementary Figure. 1: Characterizing the transition between high and low efficiency reprogramming**

**a.** Plot showing normalized alkaline phosphatase (AP) positive colony count for cells differentiated to selected time points and re-seeded at indicated densities.  
**b.** Representative phase-contrast images (10x) of secondary iPSCs at select time points following withdrawal of 2i/LIF conditions (scale bar = 100  $\mu$ m).  
**c.** Western blots during differentiation and reprogramming. 

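The RNA-seq value of Nanog at 0 h was 227.1 FPKM. Relative to it, the value was 0.205 at 24 h, 0.0404 at 36 h and 0.0284 at 48 h. It was higher again at the later timepoints, with 0.0955 at 60 h, 0.171 at 72 h and 0.0641 at 96 h.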

Ctr: mouse embryonic fibroblasts (MEFs) from CD1 E13.5 embryos.  
**d.** The percent of NANOG+ cells (FACS) and population-level transcription (RNA-seq) normalized to iPSCs (0h).  
**e.** Representative CellProfiler output (bottom)<sup>1</sup> used to count NANOG+ colonies after 48h of differentiation from IF images (top). Colonies counted by the software are indicated by the colored patches in the bottom image.

**f.** Distribution of NANOG signal by immunostaining, in cells differentiated by 2i/LIF withdrawal. Signal intensity is normalized to the median intensity for undifferentiated iPSC colonies in 2i/LIF media and represented as a fraction with respect to undifferentiated iPSCs.

**g.** Efficiency of colony forming ability generated from IF images as shown in Figure 1b and normalized to iPSC controls. Plot shows mean efficiencies for three biological replicates, and error bars represent standard deviation over four technical replicates per experiment per time point. Error bars for + dox conditions are shifted to facilitate visualization. Note that error bars are shown as normalized ratio of the specific time-point with respect to 0h, hence in some cases error bars may extend beyond 1.

**h.** Normalized values for alkaline phosphatase (AP) positive colonies for our (Nanog heterozygous) and V6.5 cell line (Nanog wild-type).

**i.** Alkaline phosphatase (AP) staining of iPSC colonies formed after 12 days of dox-induced reprogramming from either secondary inducible MEFs generated from our iPSC line (top row) or of iPSCs differentiated for 96h (bottom row) prior to dox induction. After 96h of differentiation and an additional 96h of dox, only 0.6% (+/- 0.53%) of dox-induced cells yields NANOG+ colonies, with minimal additional colonies formed over an extended 12-day reprogramming timeline (also see Figure 1e).

**j.** Alkaline phosphatase (AP) staining of iPSC colonies of cells differentiated for 24, 48, or 96h and reseeded in serum/LIF conditions with dox (4 days or 10 days).

**k.** Representative fields of lineages (defined as the colony formed from a re-seeded single cell) stemming from cells differentiated for 0, 24, 48, 72, or 96h, seeded at clonal density into – dox or + dox conditions, and tracked for 96h. Images shown are overlays between constitutive RFP and Nanog::GFP reporters. Right-most column is NANOG protein immunofluorescence and constitutive RFP at the end of the tracking period. Numbers indicate total lineages tracked, where the 48hr time point was used to define lineage identity. ND for the 96hr series denotes all colonies formed were below the threshold size. Scale bar = 200  $\mu$ m.

**l.** Percentage of lineages that generate NANOG+ colonies within 96h of seeding calculated from two independent experiments for – dox (light green) and + dox (dark green) conditions. Solid lines represent respective fitted sigmoid curves, with estimated midpoints (25h and 57h) that are nearly identical to those made from static counts (Figure 1d and Supplementary Figure 1g).

**m.** GFP+ (signal > 2,000 AU) pixels within the full imaged field from the Nanog::GFP reporter as a function of time post re-seeding for cells differentiated and re-seeded as in Supplementary Fig. 1l into – dox (left) and + dox (right) conditions.

**n.** Heatmaps show expression of select genes over our differentiation time course. Left: pluripotent state genes lost over differentiation (see Figure 3a). Right: transiently upregulated genes. Bar plots show expression of same genes as shown heatmap below for pluripotent cells in LIF/2i conditions (0h time point) and serum/LIF media (0h + 48h no dox time point).

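The pair of conditions compared is the 0 h timepoint in 2i/LIF and the cells re-seeded from it in serum/LIF for 48 h without dox. They therefore differ in medium and time in culture, and in feeder cells if either culture held any. The differences cannot be assigned to 1 of these. Over the early genes the median log2 ratio of serum/LIF to 2i/LIF was -0.52 after 0.1 FPKM was added to each value, over the intermediate genes 0.05 and over the late genes 0.34. At least 2-fold lower in serum/LIF were 387 early genes, 69 intermediate genes and 153 late genes. At least 2-fold higher were 39 early, 210 intermediate and 441 late genes. Some of the lower early genes are fibroblast genes, since 14 genes of the fibroblast list are early. Of the 19 genes of that list with 1 FPKM in some condition, 12 were at least 10-fold lower in serum/LIF, against 71 of all early genes. All 5 of the selected early genes were lower in serum/LIF. Kit fell from 56.7 to 10.9 FPKM and Sfrp1 from 52.8 to 22.1 FPKM. Car8 fell from 7.73 to 2.21 FPKM, Dazl from 39.2 to 16.6 FPKM and Tcl1 from 110.3 to 70.4 FPKM. All 5 of the selected intermediate genes were higher in serum/LIF. Eras rose from 0.472 to 29.6 FPKM, Myc from 2.53 to 24.5 FPKM and Dppa2 from 15.4 to 65.0 FPKM. The changes of Cgnl1, from 1.41 to 3.44 FPKM, and Enpp2, from 0.652 to 1.49 FPKM, were smaller.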

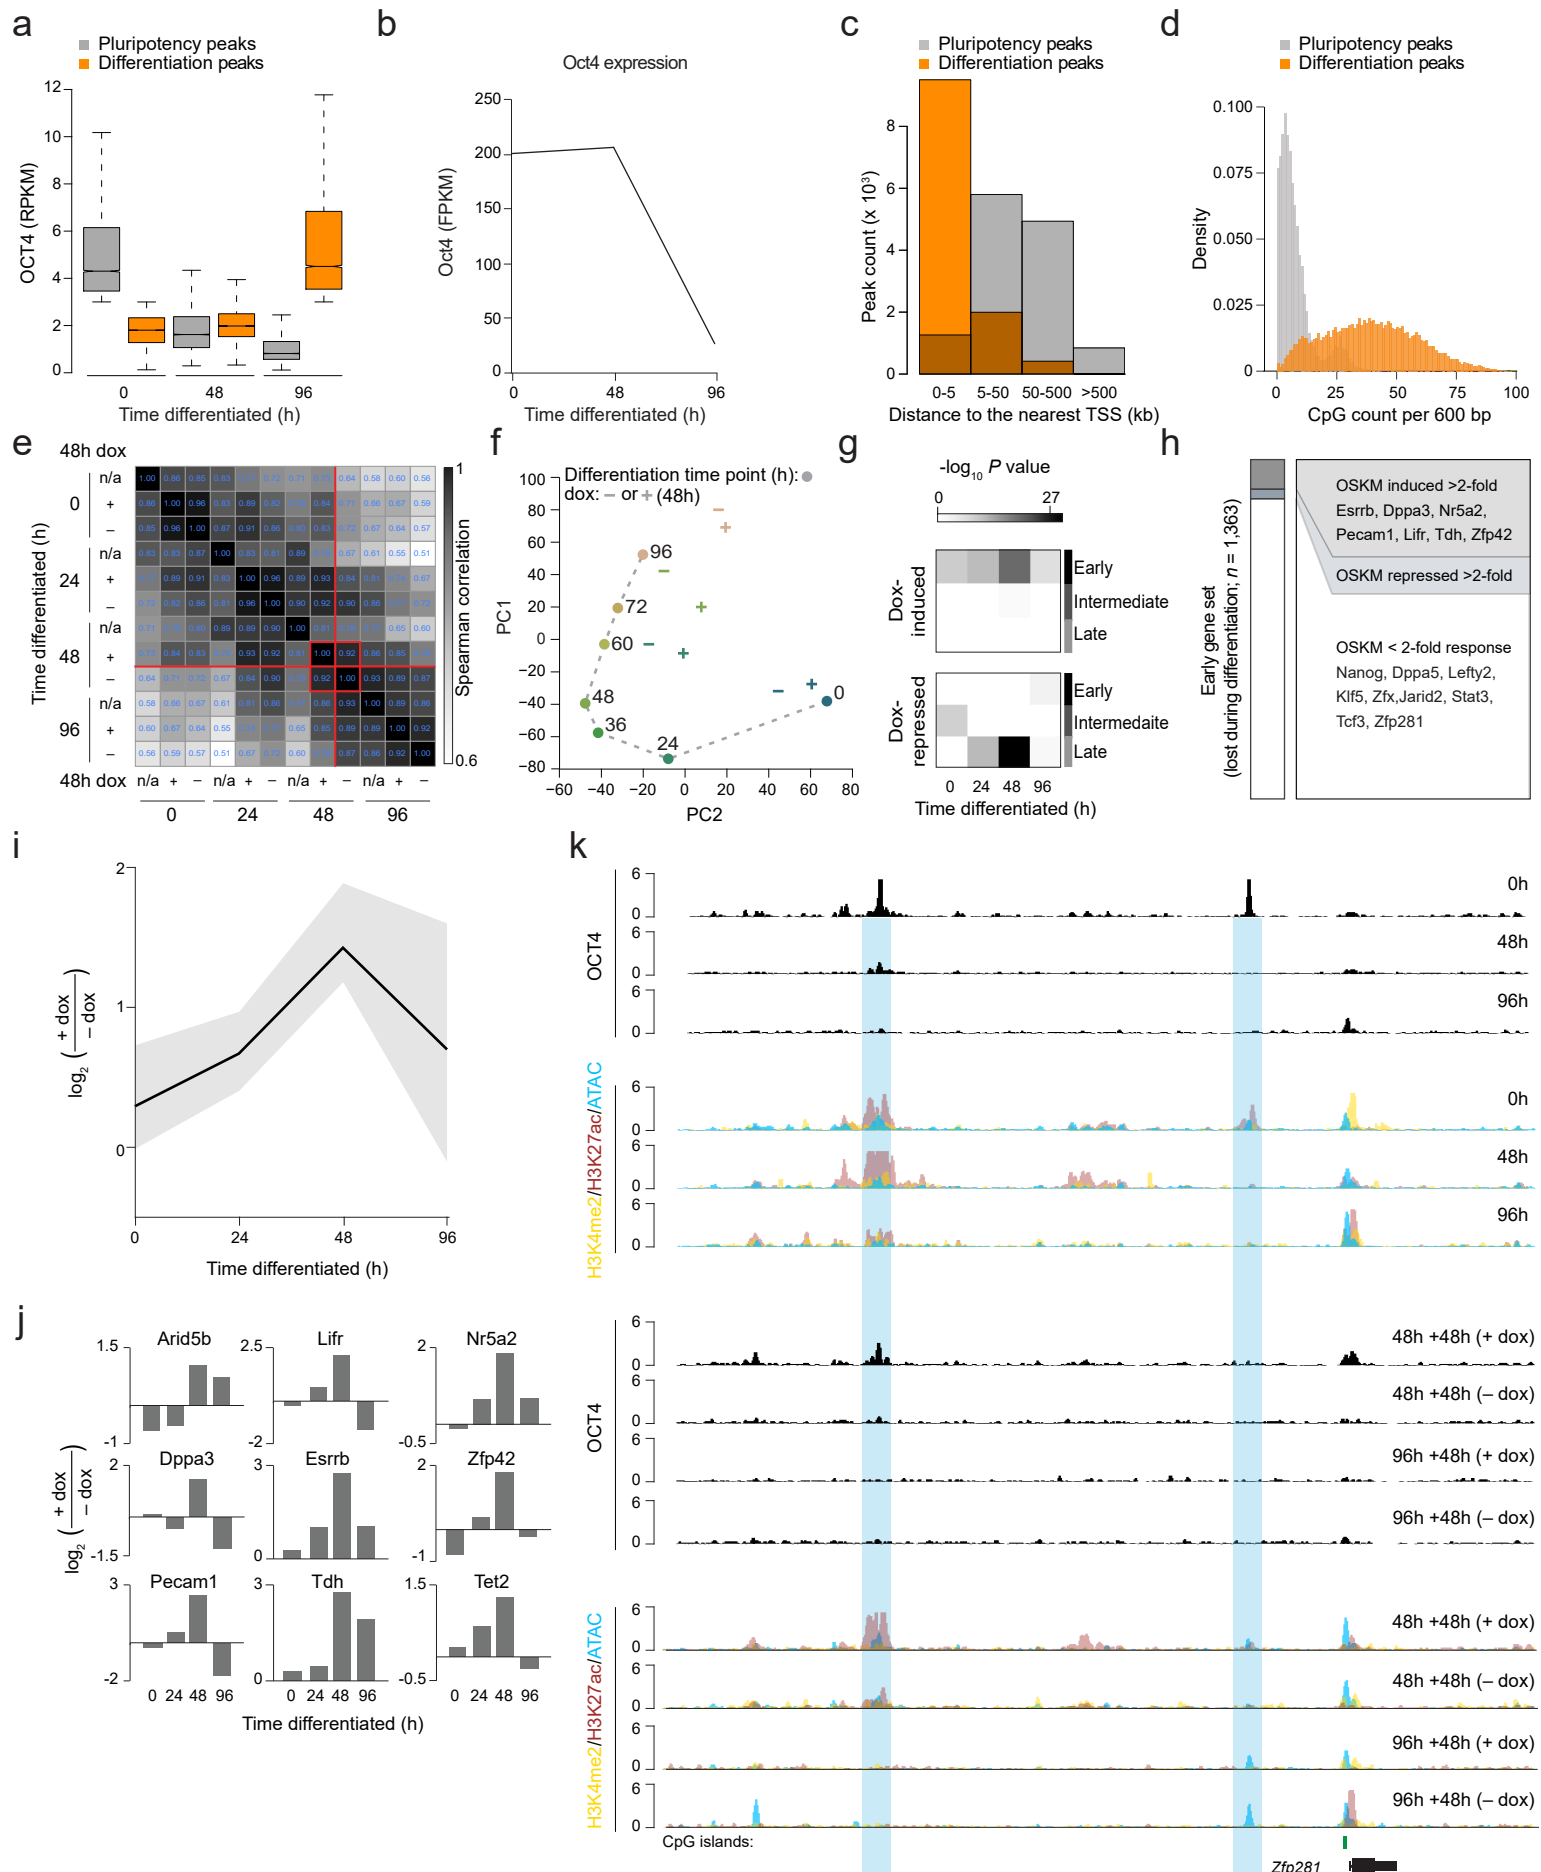

**Supplementary Figure. 2: Gene expression and OCT4 binding dynamics**

**a.** Boxplots of peak intensity (RPKM) for pluripotent (grey) and differentiation (orange) associated OCT4 peaks. Horizontal black lines in boxplots indicate medians; boxes represent interquartile range showing central 50% of data and whiskers indicate 25th and 75th percentile data.

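Oct4 reached its highest value of the time course at 24 h, with 278.9 FPKM. It was at 217.0 FPKM at 36 h, 138.9 FPKM at 60 h and 122.9 FPKM at 72 h. The largest drop between neighbouring timepoints was the one from 72 to 96 h.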

**b.** Oct4 gene expression levels (RNA-seq) over undirected differentiation (FPKM = 25.4 at 96h). FPKM: Fragments per kilobase per million.

**c.** Histogram of the distance to the nearest annotated transcription start site (TSS) for pluripotency (grey) and differentiation associated (orange) OCT4 peak sets.

**d.** Histogram of CpG density for the pluripotency peaks (grey) and differentiation-associated (orange) OCT4 peak sets.

- e.** Sample correlation (Spearman) for differentiation ("n/a") and reprogramming ("+") RNA-seq time course, including – dox controls ("–"). 

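Within the time course, the rank correlation across expressed genes between neighbouring timepoints was lowest between 0 and 24 h, with 0.937, and highest between 36 and 48 h, with 0.988. Between 0 and 96 h it was 0.863. The cells re-seeded at 0 h without dox correlated with the 0 h timepoint at 0.933 and with the 24 h timepoint at 0.940. The 24 h –dox condition correlated with both the 60 h and the 72 h timepoints at 0.971, and the 48 h –dox condition with the 96 h timepoint at 0.968. The lowest correlation of any pair was 0.806, between the 24 h timepoint and 96 h –dox. The genes behind the published values are not named in the paper's text, and those used here had at least 1 FPKM in some condition.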

Red boxes delineate samples that exhibit higher inter-sample Spearman correlations. Text in each box shows Spearman correlation.
- f.** Principal component analysis of dynamically expressed genes in differentiating cells (circles), cells induced to reprogram for 48h (dox; represented as "+"), and matched –dox controls (represented as "–"), shown as a trajectory in 2-dimensional space. Color-coding corresponds to the differentiation time point.
- g.**  $-\log_{10} P$  value heatmap of the statistical overlap between genes that are dynamically expressed over differentiation and those that are  $\geq 2$ -fold up- (top) or down- (bottom) regulated in response to OSKM induction compared to time matched – dox controls.  $P$  value for overlap is calculated by the hypergeometric test.
- h.** Pluripotency-associated genes ("Early" group in Figure 3a) are subdivided according to their OSKM-specific transcriptional response following 48h of differentiation: 119 genes are induced  $\geq 2$ -fold compared to the – dox control (light grey), 38 are repressed  $\geq 2$ -fold (slate grey), and 1,206 do not meet either criterion (white). Selected genes are listed for each category.
- i.** Expression ratio between + dox and – dox conditions for genes that are dox-inducible after 48h of differentiation show that these genes maximally differ between conditions at this time point. 

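For the early genes called induced at 48 h, the quartiles of the log2 ratio of +dox to –dox were -0.01 and 0.73 at 0 h and 0.40 and 0.97 at 24 h. They were 1.18 and 1.89 at 48 h and -0.10 and 1.60 at 96 h. The ratio was above 0 in 73.9% of these genes at 0 h, 93.3% at 24 h and 71.4% at 96 h. It was largest at 48 h in 83 of the genes.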

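The log2 ratio of Esrrb was 0.28 at 0 h, 1.00 at 24 h, 2.76 at 48 h and 1.04 at 96 h, and the authors' deposited table lists it as induced at 24 and 48 h. Tdh, on chromosome 14 from 63492347 to 63509092, had ratios of 0.31, 0.45, 2.77 and 1.94 and is listed as induced at 48 and 96 h. Pecam1 on chromosome 11 (106654217 to 106750628) changed from 2.05 to 11.3 FPKM at 48 h and from 1.52 to 0.462 FPKM at 96 h. Lifr on chromosome 15 (7090614 to 7197489) changed from 1.98 to 8.63 FPKM at 48 h and from 4.33 to 1.67 FPKM at 96 h, and the table lists it as repressed at 96 h. At 48 h the ratios of Nr5a2, Zfp42, Tet2 and Arid5b were 1.85, 1.80, 1.27 and 1.06. Their ratios at 96 h were 0.67, -0.24, -0.24 and 0.75. Dppa3 on chromosome 6 (122626410 to 122630272) rose from 4.08 to 11.1 FPKM at 48 h, and the authors' deposited table lists it as unresponsive at all 4 timepoints.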

The black line indicates median value while the boundaries of the shaded region show the 25th and 75th percentile.
- j.** Gene expression ratio between matched + dox or – dox samples for genes that are induced upon OSKM after 48h differentiation show that these genes are selectively upregulated by ectopic OSKM specifically at this time point.
- k.** Representative browser tracks of exclusive and reaccessed peaks (as defined in Figure 4c) located at the Zfp281: OCT4, black; H3K4me2, yellow; H3K27ac, dark red; ATAC, blue). CpG island track is shown below the browser track with one CpG island (green box) near the Zfp281 TSS.

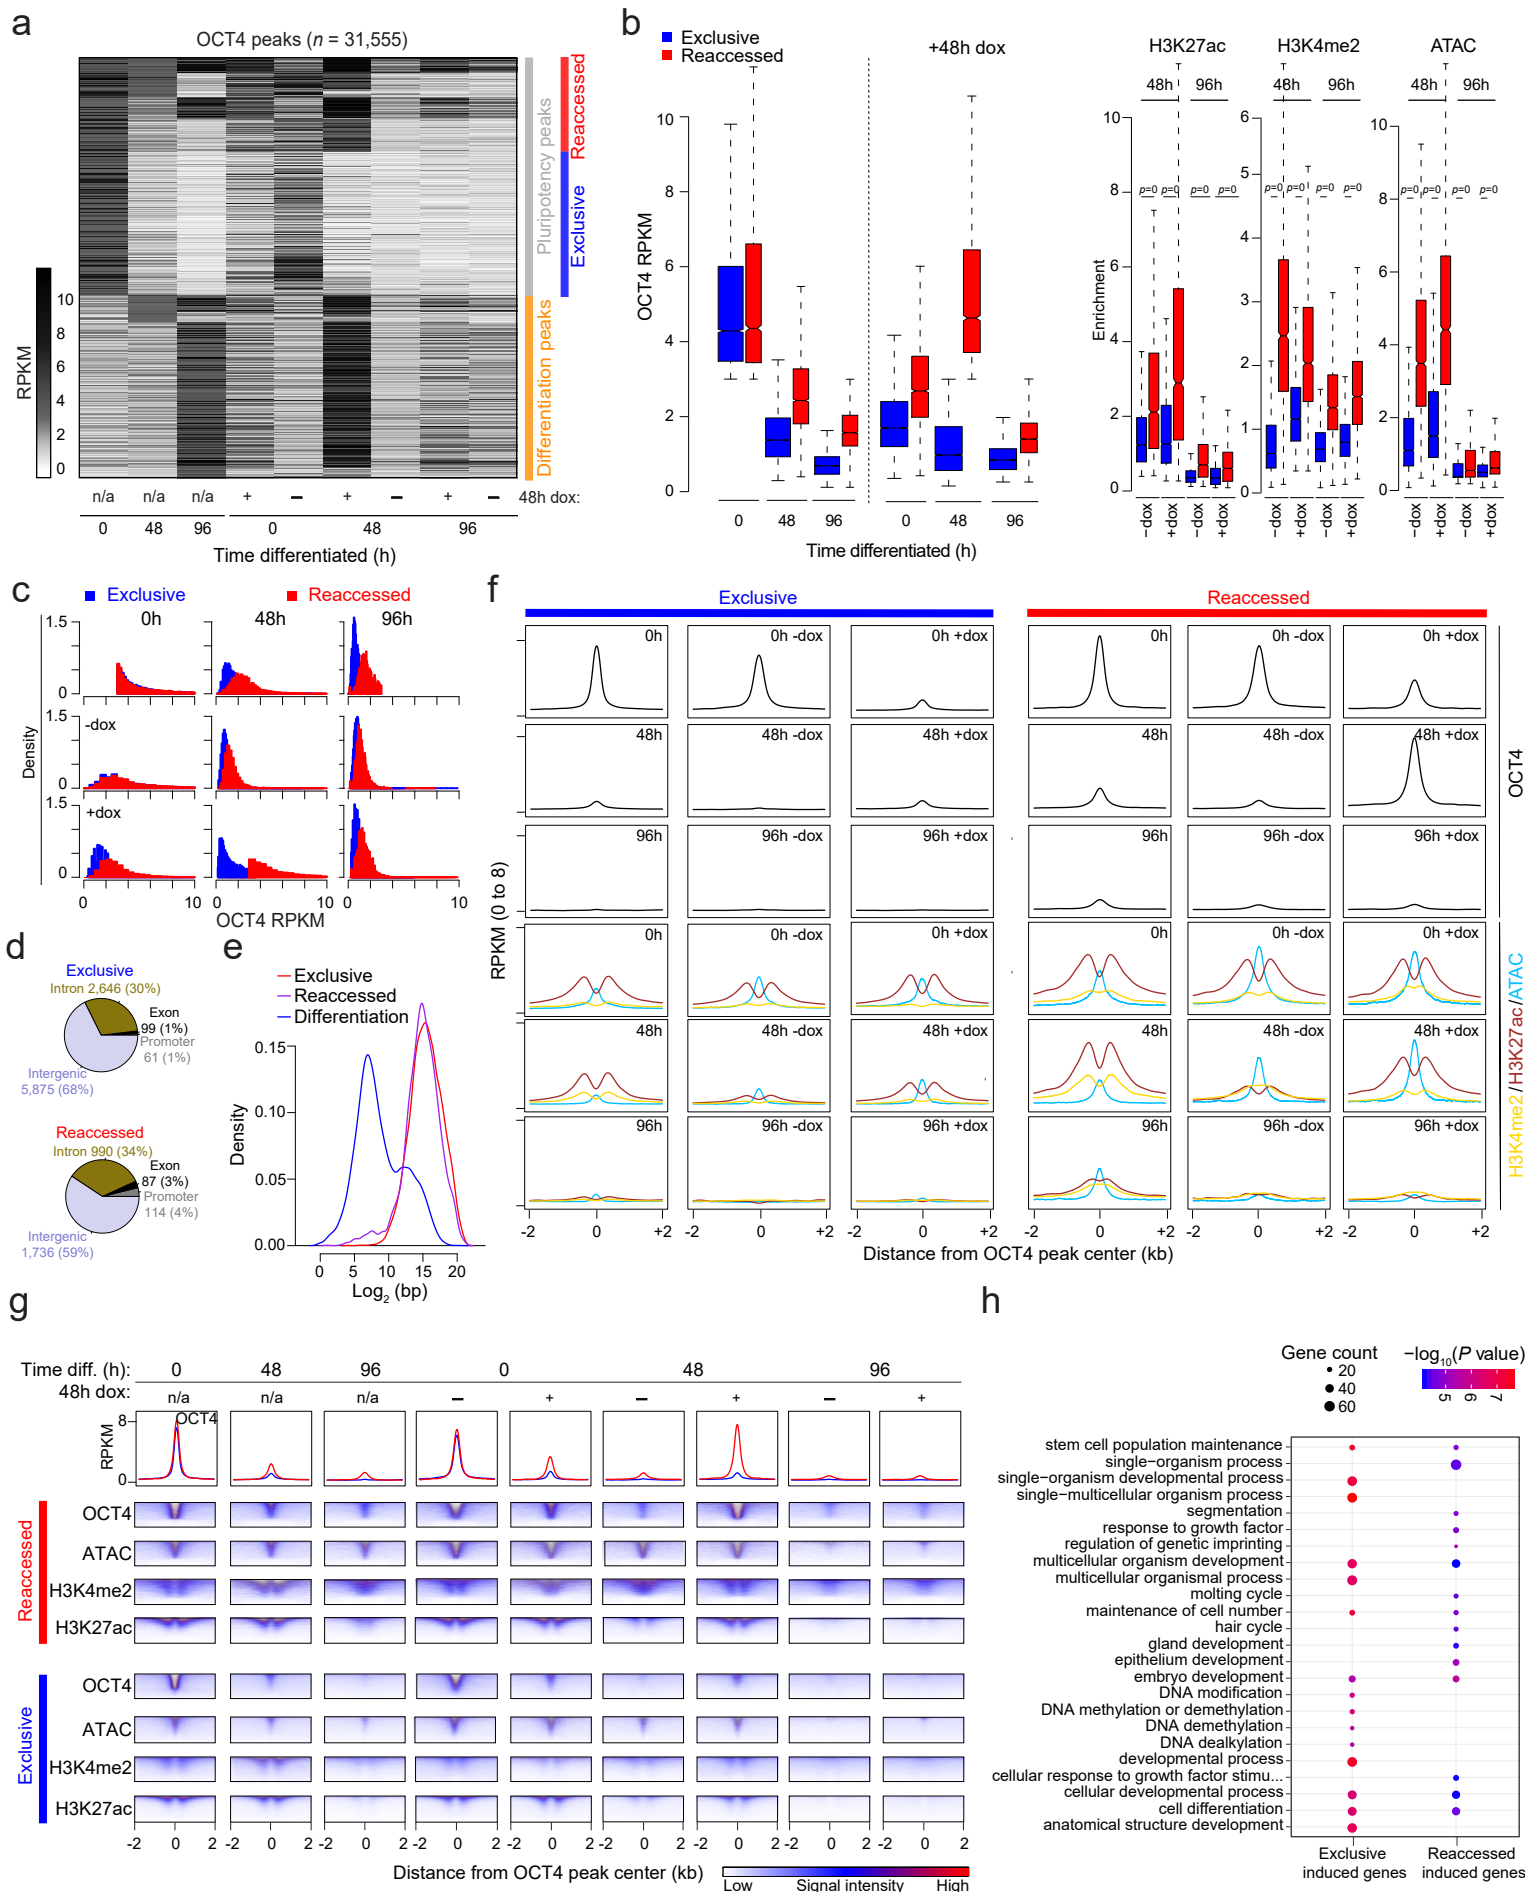

**Supplementary Figure. 3: OCT4 target set characterization**

**a.** OCT4 occupancy for all identified peaks over differentiation and reprogramming time points as determined by ChIP-seq. Peak intensity is shown as normalized RPKM value, with the strongest heat (black) capped at the 99th percentile of RPKM. Dynamics are labeled according to OCT4 enrichment during differentiation and reprogramming time-course. Pluripotency-associated peaks (as defined in Figure 4a) are subdivided into two categories based on their response to OSKM induction. A specific set of pluripotent peaks are reaccessed in the 48h + dox condition and designated as “reaccessed” (red), while the other pluripotent set remain exclusive to the pluripotent state and designated as “exclusive” (blue). RPKM: Reads per kilobase per million.

- b.** Boxplots of OCT4 enrichment at exclusive (blue) and reaccessed (red) peaks. Left panel: Boxplots of OCT4 enrichment (RPKM) during differentiation and in the 48h “+ dox”. Box width is directly proportional to the number of peaks in each set. Right panel: Boxplots showing enrichment for H3K27ac, H3K4me2 and ATAC-seq signal in “– dox” and “+ dox” conditions. Horizontal black lines in boxplots indicate medians; boxes represent interquartile range showing central 50% of data and whiskers indicate 25th and 75th percentile data.
- c.** Density histograms showing the distribution of OCT4 peak enrichments (RPKM) for differentiation (top), – dox (middle) and + dox (bottom) samples at exclusive (blue) and reaccessed (red) sites. X-axis is capped at 10 to remove outliers.
- d.** Pie charts showing the genomic distribution of exclusive and reaccessed peaks.
- e.** Density plot showing distance to the nearest TSS (x-axis, log(2)) for exclusive, reaccessed, and differentiation associated peaks.
- f.** Composite plots of OCT4 enrichment and chromatin dynamics (H3K4me2 and H3K27ac as well as chromatin accessibility, as measured by ATAC-seq) within +/- 2 kb of the peak center for exclusive (left panel) and reaccessed (right panel) OCT4 targets. Color code: OCT4 (black), H3K4me2 (yellow), H3K27ac (dark red), and ATAC (blue).
- g.** Top: composite plots of the OCT4 enrichment (RPKM) at exclusive (blue) and reaccessed (red) peaks for all differentiation (n/a), – dox (–), and + dox (+) samples. Below: read density heatmaps for OCT4, H3K4me2, H3K27ac, and ATAC-seq signal over the same peak sets. The signal intensity for each category is internally normalized and kept to the 99th percentile of the max read density observed across all samples from the union of exclusive and reaccessed OCT4 peak sets.
- h.** Plot showing Gene Ontology (GO) enrichment for biological pathways for the set of genes that are near to “exclusive” or “reaccessed” peaks and are induced in the 48h “+ dox” condition. Size of the dots represents number of genes in respective category and color indicates P value.

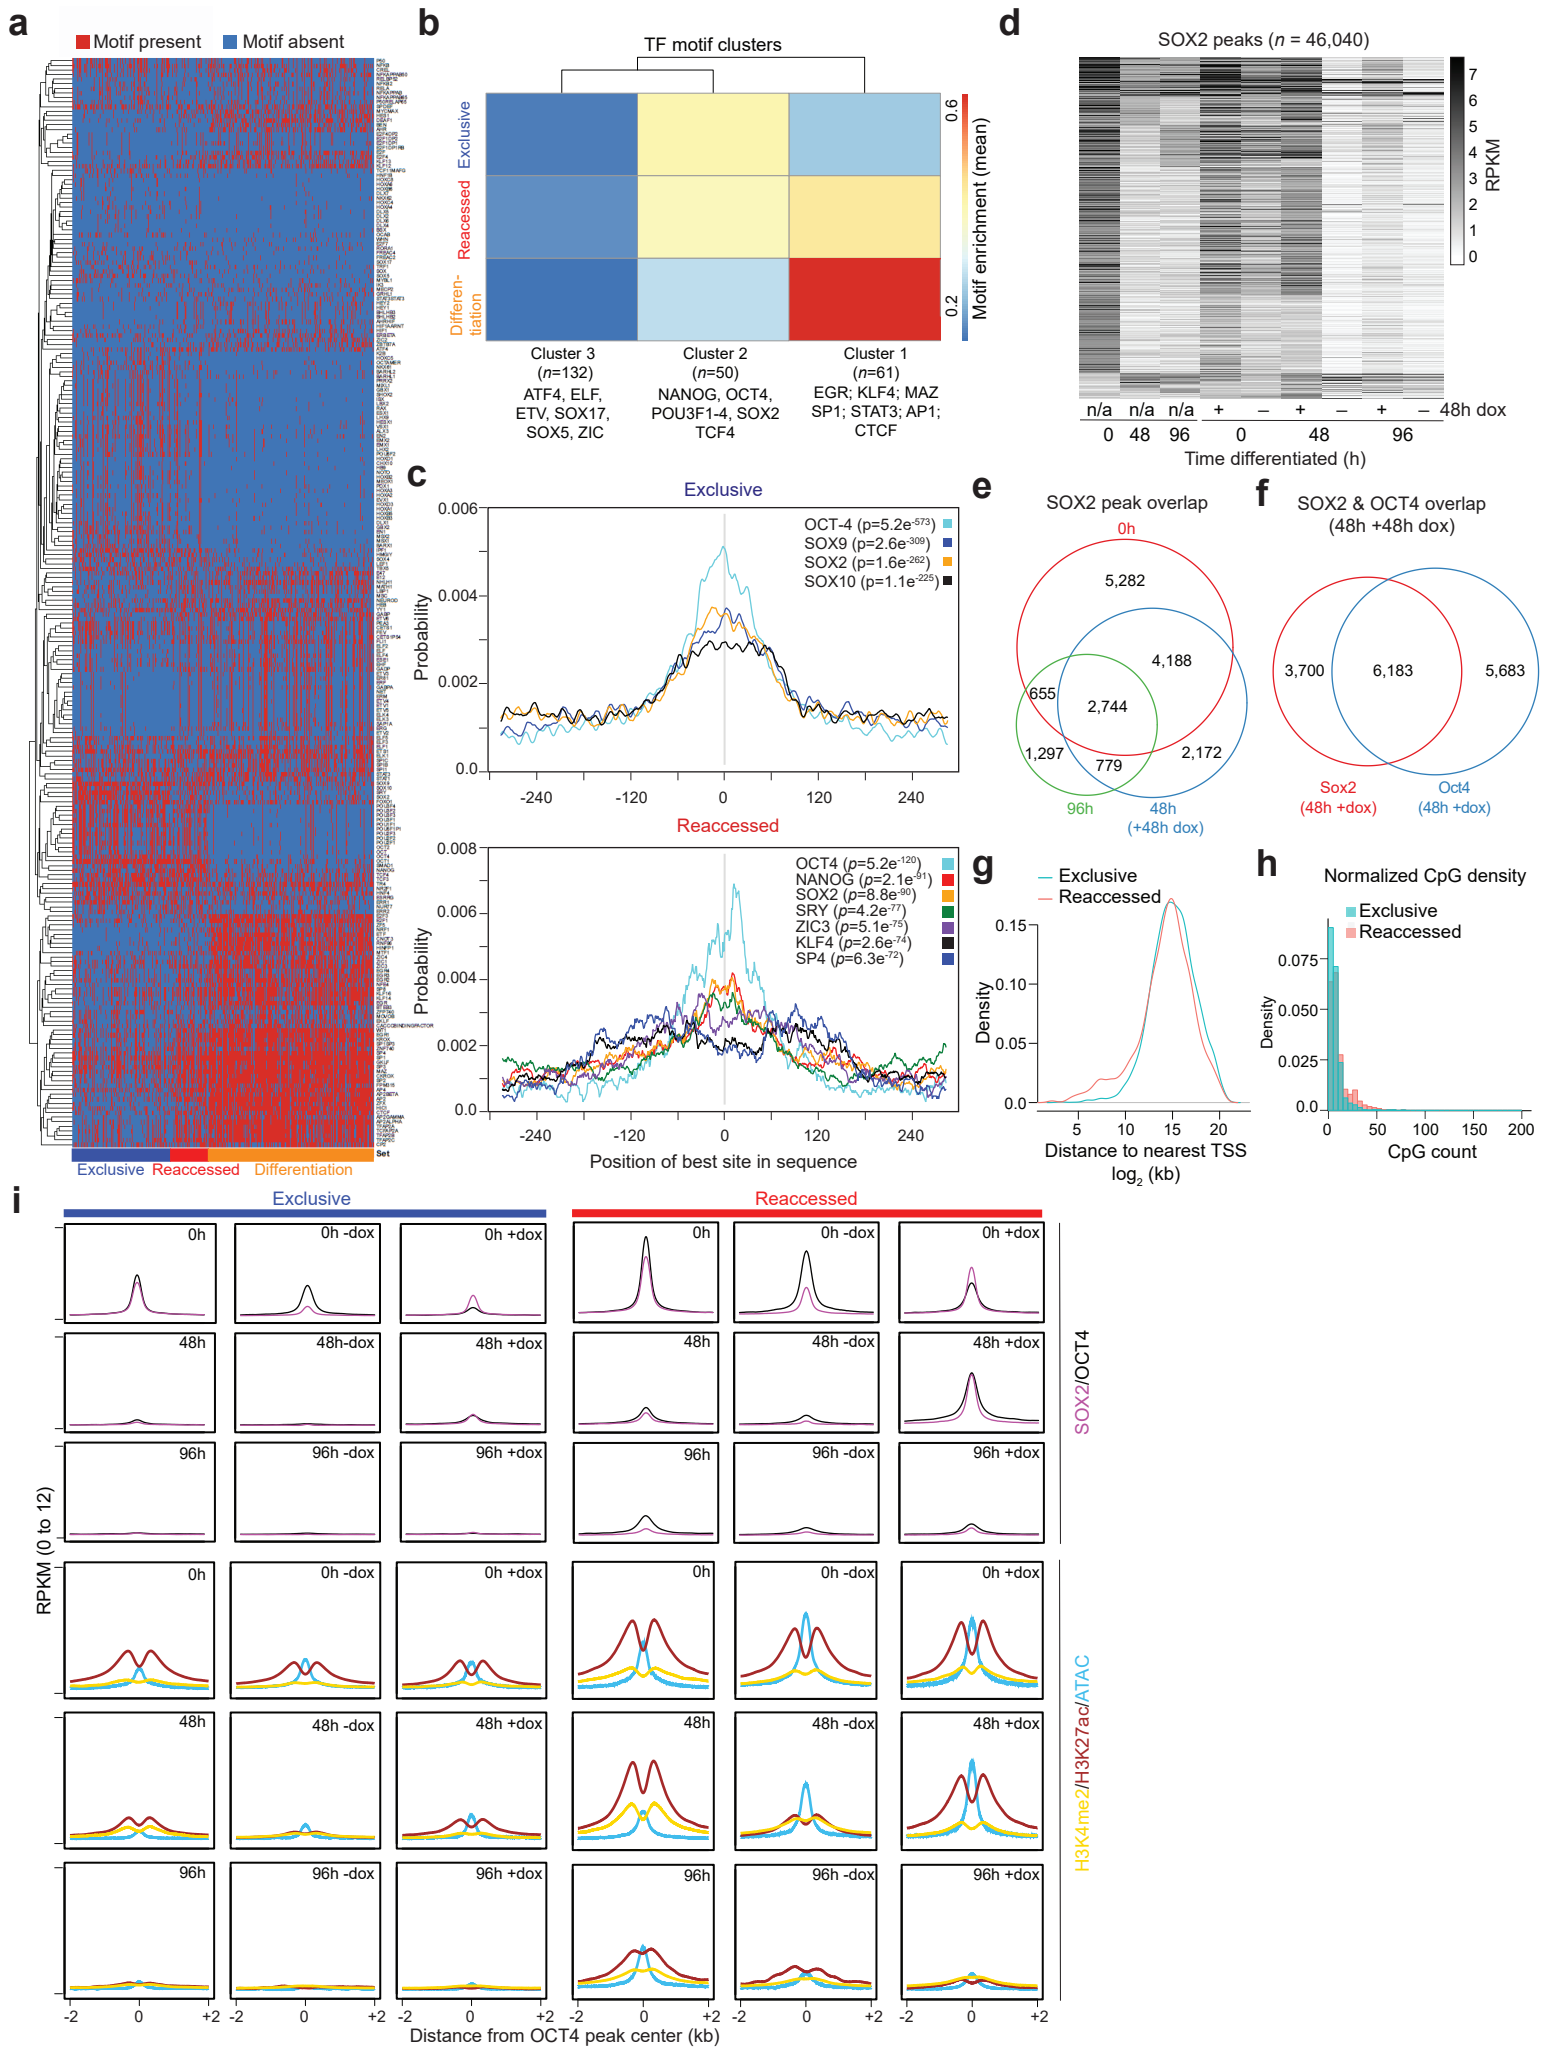

**Supplementary Figure. 4: Co-factors might facilitate prolonged OCT4 dynamics at reaccessed sites**

- a.** Heatmap showing binarized representation of the presence or absence of TF motifs for three peak sets. A hierarchical clustering was performed to cluster the TFs. Blue and red indicates the absence or presence of a TF motif.
- b.** The binary matrix used in panel "a" was clustered using k-means (k=3) to identify cluster of TFs enriched in the three peak sets. Representative motifs from each cluster are indicated below each cluster.
- c.** Plots showing location preferences of identified motifs in exclusive and reaccessed peaks using CentriMo<sup>2</sup>.
- d.** Heatmap showing clustering of SOX2 peaks. Analysis for SOX2 was performed in same way as reported for OCT4 in Supplementary Figure 3a.
- e.** Venn diagram of SOX2 peaks in iPSCs (0h; blue) and the 96h differentiated cells (yellow) as well as for cells exposed to dox for 48h after 48h of differentiation (light green, 48h + 48h dox).
- f.** Venn diagram showing overlap of SOX2 and OCT4 peaks from cells differentiated for 48h and induced by OSKM to reacquire pluripotency.
- g.** Density plot showing distance (log<sub>2</sub>(kb)) to the nearest TSS for the exclusive and reaccessed set of SOX2 peaks.
- h.** Density plot showing CpG count for the exclusive and reaccessed set of SOX2 peaks.
- i.** Composite plots as shown in Supplementary Fig. 3f but for SOX2 peaks.

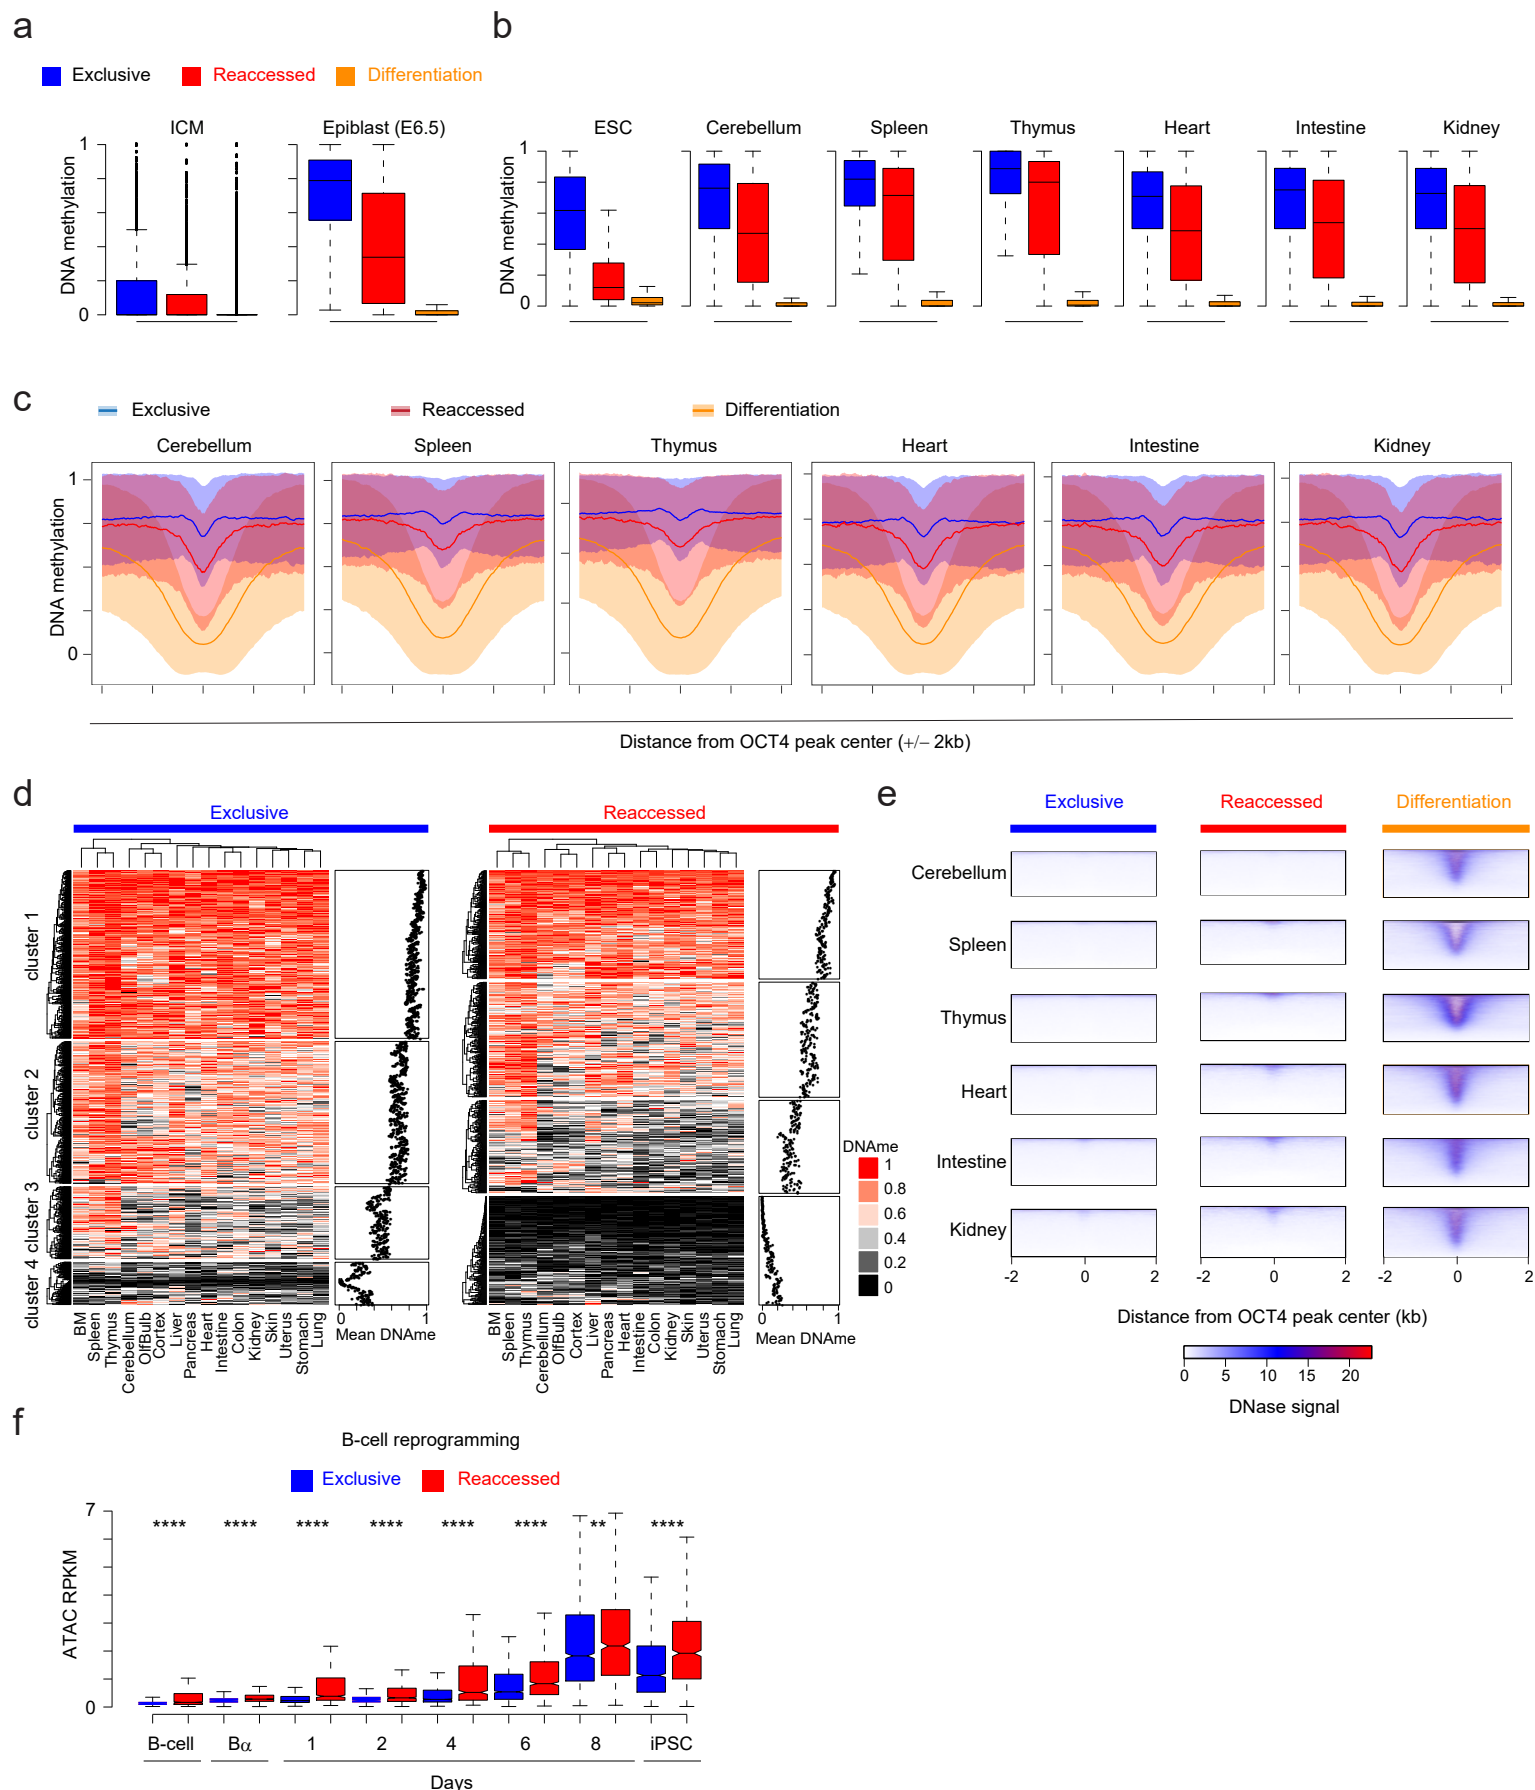

**Supplementary Figure. 5: Somatic hypomethylation of select OCT4 targets**

**a.** DNA methylation boxplots as measured by WGBS, shown for exclusive, reaccessed, and differentiation-associated OCT4 targets in ICM (E3.5) and epiblast (E6.5). Horizontal black lines in boxplots indicate medians; boxes represent interquartile range showing central 50% of data and whiskers indicate 25th and 75th percentile data.

**b.** Same as in Supplementary 5a but for mESCs and six selected somatic tissues. Data sets were obtained from the ENCODE consortium<sup>3</sup>.

**c.** Composite plots for DNA methylation within  $\pm 2$ kb of each OCT4 peak set for the six somatic tissue types (shown as an averaged value in Figure 5b). The lines show median values while the shaded area represents  $\pm 1$  standard deviation.

**d.** k-means clustering heatmap (k=4) of DNA methylation levels from an extended set of somatic tissues to identify regions that consistently show low methylation levels across somatic tissues. Dot plots to the right show mean methylation value across tissues for individual regions.

- e. DNase-seq signal at the three OCT4 peak sets within the somatic tissues (shown as an averaged value in Figure 5b). OCT4 peaks were extended to  $\pm 2$  kb from the peak center and then mean values for DNase signal was calculated.
- f. Boxplots showing ATAC-seq enrichments (RPKM) at the exclusive and reaccessed set of peaks from re-analysis of a recent B-cell reprogramming study<sup>4</sup>. Horizontal black lines in boxplots indicate medians; boxes represent interquartile range showing central 50% of data and whiskers indicate 25th and 75th percentile data.

#### Supplementary References

- 1 Carpenter, A. E. et al. CellProfiler: image analysis software for identifying and quantifying cell phenotypes. *Genome Biol* 7, R100, doi:10.1186/gb-2006-7-10-r100 (2006).
- 2 Bailey, T. L. & Machanick, P. Inferring direct DNA binding from ChIP-seq. *Nucleic Acids Res* 40, e128, doi:10.1093/nar/gks433 (2012).
- 3 Yue, F. et al. A comparative encyclopedia of DNA elements in the mouse genome. *Nature* 515, 355-364, doi:10.1038/nature13992 (2014).
- 4 Stadhouders, R. et al. Transcription factors orchestrate dynamic interplay between genome topology and gene regulation during cell reprogramming. *Nat Genet* 50, 238-249, doi:10.1038/s41588-017-0030-7 (2018).

# Supplementary material for: Differential regulation of OCT4 targets facilitates reacquisition of pluripotency
**Source:** Nat Commun. 2019 Sep 30;10:4444. doi: 10.1038/s41467-019-11741-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

#### Data analysis

R (v3.4.1); TopHat(v2.0.14); Cufflinks(v2.2.1); Bowtie(v2.2.5); MACS(v2.1.0); QuasR(v1.16); Homer(v2); FIMO; GeneOverlap(v1.12); regioneR(1.8.1), MetaMorph, CellProfiler

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data generated as part of this study have been deposited in GEO under accession number GSE117205. Additional published data sets used in this study can be found under the following accession numbers: GSE84236: DNase (ICM(3.5) and Epiblast (6.5)); GSE67520 & GSE101905: OCT4 ChIP-seq; GSE93029: ATAC-seq MEF (reprogramming); GSE96611: ATAC-seq (B-cell reprogramming); GSE106838: DNase (MEF reprogramming); GSE42836: DNase (Somatic tissues); GSE30206: DNase (mESC); GSE49847: DNase-seq.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                       |
|-----------------|-----------------------------------------------------------------------|
| Sample size     | n/a                                                                   |
| Data exclusions | n/a                                                                   |
| Replication     | All experiments were conducted with at least 2 biological replicates. |
| Randomization   | n/a                                                                   |
| Blinding        | n/a                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | OCT4 (Santa Cruz, sc-8628x), SOX2 (Santa Cruz, sc-17319), H3K4me2 (Millipore, 07-030), H3K27ac (Diagenode, C15410196). |
| Validation      | n/a                                                                                                                    |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                          |
|----------------------------------------------------------------------|------------------------------------------|
| Cell line source(s)                                                  | State the source of each cell line used. |
| Authentication                                                       | n/a                                      |
| Mycoplasma contamination                                             | n/a                                      |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | n/a                                      |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE117205>

## Files in database submission

ATAC\_0h\_Rep1; ATAC\_0h\_Rep2; ATAC\_0h\_NoDox\_Rep1; ATAC\_0h\_NoDox\_Rep2; ATAC\_0h\_Dox\_Rep1; ATAC\_0h\_Dox\_Rep2; ATAC\_48h\_Rep1; ATAC\_48h\_Rep2; ATAC\_48h\_NoDox\_Rep1; ATAC\_48h\_NoDox\_Rep2; ATAC\_48h\_Dox\_Rep1; ATAC\_48h\_Dox\_Rep2; ATAC\_96h\_Rep1; ATAC\_96h\_Rep2; ATAC\_96h\_NoDox\_Rep1; ATAC\_96h\_Dox\_Rep1; ATAC\_96h\_Dox\_Rep2; ATAC\_96h\_Dox\_Rep3; OCT4\_ChIP\_0h\_Rep1; OCT4\_ChIP\_0h\_Rep2; OCT4\_ChIP\_0h\_NoDox\_Rep1; OCT4\_ChIP\_0h\_NoDox\_Rep2; OCT4\_ChIP\_0h\_Dox\_Rep1; OCT4\_ChIP\_0h\_Dox\_Rep2; OCT4\_ChIP\_48h\_Rep1; OCT4\_ChIP\_48h\_Rep2; OCT4\_ChIP\_48h\_NoDox\_Rep1; OCT4\_ChIP\_48h\_NoDox\_Rep2; OCT4\_ChIP\_48h\_Dox\_Rep1; OCT4\_ChIP\_48h\_Dox\_Rep2; OCT4\_ChIP\_96h\_Rep1; OCT4\_ChIP\_96h\_Rep2; OCT4\_ChIP\_96h\_NoDox\_Rep1; OCT4\_ChIP\_96h\_NoDox\_Rep2; OCT4\_ChIP\_96h\_Dox\_Rep1; OCT4\_ChIP\_96h\_Dox\_Rep2; K27ac\_ChIP\_0h\_Rep1; K27ac\_ChIP\_0h\_Rep2; K27ac\_ChIP\_0h\_NoDox\_Rep1; K27ac\_ChIP\_0h\_NoDox\_Rep2; K27ac\_ChIP\_0h\_Dox\_Rep1; K27ac\_ChIP\_0h\_Dox\_Rep2; K27ac\_ChIP\_48h\_Rep1; K27ac\_ChIP\_48h\_Rep2; K27ac\_ChIP\_48h\_NoDox\_Rep1; K27ac\_ChIP\_48h\_NoDox\_Rep2; K27ac\_ChIP\_48h\_Dox\_Rep1; K27ac\_ChIP\_48h\_Dox\_Rep2; K27ac\_ChIP\_96h\_Rep1; K27ac\_ChIP\_96h\_Rep2; K27ac\_ChIP\_96h\_NoDox\_Rep1; K27ac\_ChIP\_96h\_NoDox\_Rep2; K27ac\_ChIP\_96h\_Dox\_Rep1; K4me2\_ChIP\_0h\_Rep1; K4me2\_ChIP\_0h\_Rep2; K4me2\_ChIP\_0h\_NoDox\_Rep1; K4me2\_ChIP\_0h\_NoDox\_Rep2; K4me2\_ChIP\_0h\_Dox\_Rep1; K4me2\_ChIP\_0h\_Dox\_Rep2; K4me2\_ChIP\_48h\_Rep1; K4me2\_ChIP\_48h\_Rep2; K4me2\_ChIP\_48h\_NoDox\_Rep1; K4me2\_ChIP\_48h\_NoDox\_Rep2; K4me2\_ChIP\_48h\_Dox\_Rep1; K4me2\_ChIP\_48h\_Dox\_Rep2; K4me2\_ChIP\_96h\_Rep1; K4me2\_ChIP\_96h\_Rep2; K4me2\_ChIP\_96h\_NoDox\_Rep1; K4me2\_ChIP\_96h\_NoDox\_Rep2; K4me2\_ChIP\_96h\_Dox\_Rep1; K4me2\_ChIP\_96h\_Dox\_Rep2; RNA\_0h\_rep1; RNA\_0h\_rep2; RNA\_24h\_rep1; RNA\_24h\_rep2; RNA\_36h\_rep1; RNA\_36h\_rep2; RNA\_48h\_rep1; RNA\_48h\_rep2; RNA\_60h\_rep1; RNA\_60h\_rep2; RNA\_72h\_rep1; RNA\_72h\_rep2; RNA\_96h\_rep1; RNA\_96h\_rep2; RNA\_0h\_NoDox\_rep1; RNA\_0h\_NoDox\_rep2; RNA\_0h\_Dox\_rep1; RNA\_0h\_Dox\_rep2; RNA\_24h\_NoDox\_rep1; RNA\_24h\_NoDox\_rep2; RNA\_24h\_Dox\_rep1; RNA\_24h\_Dox\_rep2; RNA\_48h\_NoDox\_rep1; RNA\_48h\_NoDox\_rep2; RNA\_48h\_Dox\_rep1; RNA\_48h\_Dox\_rep2; RNA\_96h\_NoDox\_rep1; RNA\_96h\_NoDox\_rep2; RNA\_96h\_Dox\_rep1; RNA\_96h\_Dox\_rep2; WCE

## Genome browser session

(e.g. [UCSC](#))

n/a

## Methodology

## Replicates

2

## Sequencing depth

File provided as a supplementary table

## Antibodies

OCT4 (Santa Cruz, sc-8628x), SOX2 (Santa Cruz, sc-17319), H3K4me2 (Millipore, 07-030), H3K27ac (Diagenode, C15410196).

## Peak calling parameters

OCT4 binding sites were identified using the MACS v2.1.0 peak caller with the flags: “--bdg --gsize mm”, an FDR < 0.05 and using a common whole cell extract BAM as the background for all time points. Peaks were called against a set of merged whole cell extract (WCE) reads generated by randomly sampling 10M reads from six different WCE samples. In order to track the dynamics of individual peaks over time, we devised the following strategy to merge peaks from different time points into an epitope-wide “consensus peak set.” Peak summits called by MACS were merged into a consensus region if they fell within 1 bp of each other. A new summit location was determined by taking the weighted average of all peak summits within the consensus region. Following the designation of the new summit, the peak region was defined by extending outwards by 300 bp on either side of the summit. Peak intensities were defined as the maximum number of reads within the 600 bp peak region, normalized by length and library size to get an RPKM value.

## Data quality

FASTQC

## Software

MACS v2.1.0

# Supplementary material for: Differential regulation of OCT4 targets facilitates reacquisition of pluripotency
**Source:** Nat Commun. 2019 Sep 30;10:4444. doi: 10.1038/s41467-019-11741-5
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name: Supplementary Data 1**

Description: Table for RPKM values for RNA-seq datasets.

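The table gives 1 value for each of 15 conditions and 5 columns of calls by the authors, which hold the response to dox at 4 timepoints and the group in the time course. Its values are named RPKM, and the methods describe them as FPKM from Cuffdiff, in which a read pair counts as 1 fragment. Genes are listed by symbol without identifiers, and 2 symbols occur more than once. Of the symbols, 94.9% were found in Gencode release M21 on mm10, which gave the gene positions used here, while the authors quantified release M4 on the same assembly.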

**File Name: Supplementary Data 2**

Description: Table for alignment statistics for ChIP-seq datasets.

**File Name: Supplementary Data 3**

Description: Table for RPKM values for OCT4 ChIP-seq datasets and histone modifications.

**File Name: Supplementary Data 4**

Description: Table showing presence or absence of transcription factor motifs at identified OCT4 peaks.

**File Name: Supplementary Data 5**

Description: Table for RPKM values for SOX2 ChIP-seq peaks.

**File Name: Supplementary Movie 1**

Description: Live tracking of pluripotency reacquisition assay for cells differentiated for 0 hours, and reseeded under Serum/LIF +OSKM (0h + dox). The cells (constitutively expressing RFP) were imaged live at 0,12,24,36,48,72 and 96 hours, and then again after staining at 96 hrs for Nanog (green). For the purpose of statistics (Fig. 2), colonies are defined at the 48hr time point to avoid bias from significant colony merging after that point. The majority of the lineages maintain a Nanog::GFP signal.

**File Name: Supplementary Movie 2**

Description: Similar to Sup Movie 1, for cells differentiated for 0 hours, reseeded under Serum/LIF (0h – dox). A few of the colonies show mixed phenotype.

**File Name: Supplementary Movie 3**

Description: Similar to Sup Movie 1, for cells differentiated for 48 hours, and reseeded under Serum/LIF +OSKM (48h + dox). All four lineage types can be seen (GFP+, GFP mixed, GFP- ab+, GFP- ab-).

**File Name: Supplementary Movie 4**

Description: Similar to Sup Movie 1, for cells differentiated for 48 hours, reseeded under Serum/LIF (48h – dox). Only a few lineages acquire a GFP+ state.

**File Name: Supplementary Movie 5**

Description: Similar to Sup Movie 1, for cells differentiated for 96 hours, and reseeded under Serum/LIF +OSKM (96h + dox). At this point, none of the lineages reverts to a Nanog+ state, and no large colonies are formed.

**File Name: Supplementary Movie 6**

Description: Similar to Sup Movie 1, for cells differentiated for 96 hours, reseeded under Serum/LIF (96h – dox). Behavior is similar to the 96h + dox case.

How the deposited data were processed for this re-analysis (not part of the article)

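The data are the RNA-seq measurements of the study, made on polyadenylated RNA of mouse secondary iPSCs. The 30 samples form 15 conditions with 2 replicates each. The time course has 7 conditions, at 0, 24, 36, 48, 60, 72 and 96 h of 2i/LIF withdrawal. The other 8 conditions are cells differentiated for 0, 24, 48 or 96 h and then re-seeded in serum/LIF for 48 h with or without 2 µg/ml dox. The methods describe withdrawal on gelatin and re-seeding on MEF feeders for the colony-forming assay, and do not say on what the RNA-seq cells grew.

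According to the paper's methods, the authors mapped the reads to mm10 with TopHat 2.0.14 and quantified Gencode M4 transcripts of at least 200 bp from 6 biotypes with Cuffquant of Cufflinks 2.2.1. They then ran Cuffdiff, which combined the 2 replicates of each condition into the FPKM values of the deposited table. The library normalization that Cuffdiff applied is not stated in the paper's text. The deposited table has 22477 genes, 1 value per condition and the authors' calls, which are the 3 groups of dynamic genes and the genes induced, repressed or unresponsive after dox. The calls rest on a Cuffdiff FDR under 0.05, a fold change of at least 2 and a minimum of 1 FPKM. The table is named RPKM in the supplement and FPKM in the methods.

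The table gives no counts and no replicate values. No test was therefore run on any difference, no sample could be left out in turn, and the number of reads behind a value is not known. Steps between the low values of genes with 1 transcript of at least 2.5 kb give a rough estimate of the relative depth. A 2 kb gene at 1 FPKM stands at between 29.2 and 46.9 such steps in the time course and in the cells re-seeded from 48 and 96 h, and at between 85.5 and 99.4 in those re-seeded from 0 and 24 h. The steps are not counts, since each value combines 2 replicates. The values of a condition summed to between 603278 and 832607 FPKM. Factors from median ratios over 13623 genes ran from 0.993 to 1.04, and the values were used without further scaling.

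The values were analysed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and plots were drawn with matplotlib 3.10.9. A gene was counted as changed when its values differed by at least 2-fold, as a plain ratio, and the higher was at least 1 FPKM. Ratios of single genes and the medians of log2 ratios of +dox to –dox had no pseudocount, and genes at 0 in either condition were left out of them. Medians of marker lists and of the comparison of serum/LIF with 2i/LIF used values plus 0.1 FPKM. The grouping of dynamic genes used k-means with k = 3 and 50 starts on FPKM values z-scored over the timepoints. Silhouette scores were computed for k from 2 to 20. Crossing times of the groups' mean z-scores were interpolated linearly. The timepoints were clustered on 1 minus Pearson's r with complete linkage. The principal component analysis used log2(FPKM + 1) values of the authors' dynamic genes, each scaled to unit variance. Spearman correlations ran across the 14856 genes with at least 1 FPKM in some condition. Overlaps of gene sets are given as counts and odds ratios against the genes with at least 1 FPKM in the higher of the –dox and +dox values. Gene lists were compared with 10000 random lists of the same size, matched on mean expression in 20 classes. The position of a list among them is a description and not a p-value. The main steps were tested on simulated data before use.

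The lists, written from general knowledge of mouse marker genes, are of fibroblast, naive pluripotency, formative pluripotency, mesoderm and endoderm, neurectoderm, two-cell-like, germline, p53 target and sex-linked genes. Single genes are named by a rule. It takes the genes whose RNA-seq expression the study names, the 4 OSKM genes, the genes of the lists and, among genes that reach 10 FPKM, the 3 with the largest change in each group and the 3 with the largest rise and fall after dox at each timepoint. Genes named outside this rule are marked as chosen after their values were seen. Gene positions come from Gencode M21 on mm10, in which 94.9% of the gene symbols were found.

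Alternatives were tried for the minimum expression, the fold change, the pseudocount, the scaling of the conditions, the scale before clustering, the gene set of the correlations, the components of the principal component analysis, the background of the overlaps and the source of the calls. The ChIP-seq, ATAC-seq and methylation measurements and the enrichment of regulator lists in the groups were left out, because the values behind them are not in the RNA-seq table.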

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

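The test of how evenly the fibroblast genes fell, and the count of genes called in the same direction, were chosen only after the results were seen. The fibroblast list was fixed earlier. No biological explanation was tested for either pattern.

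Genes of a fibroblast list were much higher at 0 h than at 24 h of the time course, in genes that the paper does not discuss. Over the 19 genes of the list that reached 1 FPKM in some condition, the median log2 difference was 2.78, above all 10000 random lists of matched expression. The most abundant genes at 0 h were Col1a1, with 228.7 FPKM against 21.0 FPKM at 24 h, Col3a1, with 200.8 against 12.0 FPKM, and Col1a2, with 160.0 against 14.1 FPKM. In the cells re-seeded from 0 h without dox the list was lower again, by a median log2 difference of -5.22 from 0 h. Acta2, Thy1 and S100a4 are the 3 genes of the list that were not higher at 0 h than at 24 h. A candidate explanation is MEF feeder cells carried over from the maintenance culture, which would be diluted and lost after it. If so, the abundant fibroblast genes might fall by one common factor. The 11 early genes of the list with at least 10 FPKM at 0 h had a median log2 ratio of -3.23 between 24 and 0 h, below the lowest of the random lists of early genes of the same level, -2.83. The SD of their ratios across genes was 0.893, at percentile 44.4 of the random lists. Fstl1 and Mmp2 widen it, with ratios of -0.88 and -1.97. The other 9 genes lay between -4.07 and -2.81, with an SD of 0.413, but the 2 were left out because of their ratios, so this SD decides nothing. Feeder cells and a change of expression in the iPSCs themselves cannot be told apart for these genes. No MEF sample was sequenced to show the levels that feeder RNA would bring, and 13 of the 20 genes were also at 1 FPKM or more at 48 h. No gene of the list is in another list. A difference between cells in 2i/LIF and cells after its withdrawal, which the design names, also stays open and was not tested.

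Some genes are called induced by dox after one time of differentiation and repressed after another. In the authors' deposited table this holds for 4 genes between 0 and 24 h, 18 between 0 and 48 h, 10 between 0 and 96 h, 8 between 24 and 96 h and 13 between 48 and 96 h, and for 0 genes between 24 and 48 h. The 4 genes between 0 and 24 h, named after their values were seen, are Gadd45b, Plagl1, Rhox6 and Mcf2. The differences between the timepoints were not tested, since the table has 1 value per condition. A swap of the –dox and +dox values at 48 or at 96 h would give opposite calls in most genes called at both, and 162 genes have the same direction there. The same count was 33 between 0 and 48 h, 37 between 0 and 96 h, 24 between 0 and 24 h and 46 between 24 and 96 h, each above the number of opposite calls. A response that depends on the time of differentiation, and chance variation between samples, both stay open and were not tested.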

How the results depend on the processing

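The alternatives were set before the data were examined, except those given here as added later. With 1 value per condition there is no spread to measure a shift against, so a value counts as shifted when it changes at the printed rounding, and a count when it changes by more than 1.5 times. Over the 26 summary results, 69 alternatives were computed, 19 of them added after the data were seen. Of the 69, 29 left the result as it was and 40 shifted it. A reversal could be counted only for log2 ratios and for ratios set against 1, and none was found. Counts, correlations, crossing times and the best k could only stay the same or shift. Unless a sentence says otherwise, the cause of a shift was not tested.

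The count of dynamic genes by the values, 8552, was 5222 with a minimum of 5 FPKM, 4427 with a 4-fold change and 15558 with no minimum, where fewer or more genes qualify by construction. It stayed within 1.5 times with at least 1 FPKM at both timepoints, a pseudocount of 1 or scaling by median ratios. Grouping the genes that changed by their values in place of the authors' dynamic genes gave 2516 early, 2420 intermediate and 3616 late genes, since more genes enter. On z-scored log2(FPKM + 1) values the early and intermediate means crossed at 18.4 h and the intermediate and late means at 54.8 h, and the group medians crossed first at 16.7 h. The best k was 2 on this log scale, an alternative added after the data were seen. The timepoints grouped with 0 h were 4 under each alternative. The log2 ratio of Oct4 between 96 and 0 h was -2.92 with a pseudocount of 1 and -2.98 after scaling.

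The Spearman correlations of –dox and +dox were 0.964 at 48 h and 0.957 at 96 h across all genes, and 0.92 and 0.921 across the dynamic genes. At 0 and 24 h, added later, they were 0.973 and 0.975 across all genes and 0.956 and 0.959 across the dynamic genes. The distance of 48 h +dox from 0 h relative to 48 h –dox was 0.762 on z-scored FPKM, 0.702 without scaling and 0.902 with all components, against 0.747. With all genes as the background, which adds genes that could not be called, the odds ratios were 13.1 for induced and early genes and 22.6 for repressed and late genes, and with calls by the values they were 3.35 and 2.61. The 78 early genes repressed at 48 h by the values became 43 with a minimum of 5 FPKM and 49 with a pseudocount of 1. The 208 induced ones stayed within 1.5 times under each alternative.

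For the early genes induced at 48 h, the median log2 ratio at 48 h was 1.27 with a pseudocount of 1, 1.45 with a minimum of 5 FPKM and 1.45 with calls by the values, which were added later. At 96 h it was 0.55, 0.71 and 0.47 under the same alternatives and 0.69 after scaling. The median of the fibroblast list between re-seeded cells and the time course was -0.48 with a pseudocount of 1, which shrinks the ratios of low values. In the comparison of serum/LIF with 2i/LIF, for which alternatives were added later, the medians became -0.48 for early and 0.27 for late genes with a pseudocount of 1, and 0.33 for late genes after scaling.

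For the 223 other results, single genes for the most part and the PCA distances at 0, 24 and 96 h, 449 alternatives were computed, each added after the data were seen, of which 155 left the value as it was, 294 shifted it and 0 reversed it. A pseudocount of 1 cannot change the sign of a log2 ratio, so no reversal was possible under it. This pseudocount shifted the log2 ratios of single genes by a median of 0.0515 and by at most 4.19, and scaling by at most 0.0380.

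No paired analysis was possible because the deposited table gives 1 value per condition and the replicates are combined in it. For the same reason the planned limma fits, with and without the replicate number as a block, and the fits that leave out each replicate in turn were not run. The lack of counts limits what can be said of low values. A gene listed at 0 or well under 1 FPKM in one condition has a ratio whose precision cannot be given.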

Differences from the paper's values

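The paper reports 4616 dynamic genes, and 8552 genes changed by the values alone, without the significance test of Cuffdiff. Of the alternatives set before the data were examined, 3 came within 1.5 times of the paper's number. They are at least 1 FPKM at both timepoints, with 6466 genes, a minimum of 5 FPKM, with 5222, and a 4-fold change, with 4427. No minimum, a pseudocount of 1 and scaling by median ratios did not, with 15558, 7071 and 8554 genes. For the minimum of 5 FPKM and the 4-fold change only the counts were compared, not the genes. The authors' dynamic genes with all values above 0 had a median fold of 3.53 between their highest and lowest values. Most of these would therefore fail a 4-fold limit.

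The paper reports 119 early genes induced by dox at 48 h, and 208 were at least 2-fold higher by their values. With a minimum of 5 FPKM there were 144 and with a pseudocount of 1 there were 141, both set before the data were examined and both within 1.5 times of the paper's number. Scaling by median ratios left 208. At least 1 FPKM in both conditions, an alternative chosen after seeing the values, gave 161.

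The paper reports 38 early genes repressed by dox at 48 h, and 78 were at least 2-fold lower by their values. The same alternatives gave 43 with a minimum of 5 FPKM and 49 with a pseudocount of 1, within 1.5 times of the paper's number, and 78 after scaling. At least 1 FPKM in both conditions, chosen after seeing the values, gave 52.

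The paper's Spearman correlations between –dox and +dox are about 0.96 at 0 h and about 0.96 at 24 h in Supplementary Fig. 2e, read by eye, and the values across expressed genes were 0.977 and 0.982. At 48 and 96 h the paper's values are about 0.92 and about 0.92 in Supplementary Fig. 2e, read by eye, against 0.966 and 0.954. Across the dynamic genes alone, which was set before the data were examined for 48 and 96 h, the values were 0.92 and 0.921, within rounding of the paper's. For 0 and 24 h the same alternative was chosen after seeing the values, and it gave 0.956 and 0.959. Across all genes the values were 0.973, 0.975, 0.964 and 0.957, which did not close the gap.

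Fig. 3a shows example genes beside each group, and 18 of its 24 genes are in that group in the authors' deposited table. The other 6 are Fgf4, shown as early and listed as intermediate, Fgf5, shown as late and listed as intermediate, Nodal, shown as late and listed as early, and Bmi1, Fgf8 and Gata3, which are listed in no group. Supplementary Fig. 2h shows 16 genes as early, and 11 are early in the authors' deposited table. Lifr, Jarid2 and Zfp281 are listed as intermediate there, and Zfx and Tcf3 in no group. Dppa3 is shown as induced by dox at 48 h, and it is listed as unresponsive, with 4.08 FPKM in –dox and 11.1 FPKM in +dox. By the values alone, with a 2-fold change, it would count as higher in +dox.

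The legend of Supplementary Fig. 2j describes its genes as raised by OSKM at 48 h of differentiation and at no other time. In the authors' deposited table Esrrb is also induced at 24 h, with a log2 ratio of 1.00, and Tdh at 96 h, with 1.94. The paper describes the boundary between the early and intermediate groups as matching a change in the response to OSKM, which Fig. 3c marks next to the 24 h timepoint. The means of these groups crossed before the 24 h timepoint, by linear interpolation at 17.7 h, and between 16.7 and 18.4 h under the alternatives. All of these interpolate between 0 and 24 h, where no timepoint lies, so the data place the crossing only within this interval. The intermediate and late means crossed at 54.9 h, between the 48 and 60 h timepoints, an interval that also holds the paper's transition with OSKM.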

Other observations

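The tests of the 96 h cultures, of the –dox and +dox labels, of the lower value of the calls, of the gene by gene differences between 48 h and 0 or 96 h, of the cells re-seeded from 0 and 24 h against the later timepoints and of the serum/LIF comparison were chosen only after the results were seen. Those of feeder RNA in all re-seeded cells, of feeders in 48 h +dox and of the genes chosen at each timepoint were fixed earlier.

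The authors' deposited table lists some large changes after dox as unresponsive. At 48 h Fgf5 was at 17.2 FPKM in –dox and 0.381 FPKM in +dox, and Lrrc34 at 0.630 and 13.6 FPKM, both named here after their values were seen. A candidate explanation is that the calls need at least 1 FPKM in both conditions. The number of called genes with a lower value under 1 FPKM was 0 among 1910 calls, although 2597 such 2-fold changes exist, 23 of them with a higher value of at least 10 FPKM. Of the 2-fold changes with both values at 1 FPKM or more and the higher at 10 FPKM or more, between 68.6% and 85.3% were called. The same holds in the time course, where 0 of the 2086 genes that lack 1 FPKM at both timepoints of a 2-fold change are in a group. A gene that dox switches on or off between a value above and one below 1 FPKM may therefore be absent from the lists of responsive genes. Low counts behind the lower value would also weaken a test, but the share of called genes would then fall gradually. Of the 2-fold changes with a lower value from 1 to 1.2 FPKM, 79 of 280 were called, or 28.2%, and of the 397 from 0.8 to 1 FPKM 0 were, which argues against low counts as the source of this edge.

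The early genes induced at 48 h had smaller ratios at the other timepoints, and choosing genes by their 48 h values might by itself produce this. All 4 sets of early genes, called at 0, 24, 48 and 96 h, had their highest median at the timepoint of the call, as such a choice would give. The 45 early genes called at 24 h had a median log2 ratio of 1.22 at 48 h, close to their 1.32 at 24 h, and 0.06 at 96 h. Genes that respond alike at 24 and 48 h would keep such a ratio at 48 h even when chosen at 24 h. Their value at 48 h therefore decides nothing about the choice. Between 48 and 96 h, genes chosen at 96 h had a median of 0.68 at 48 h, as small as the 0.70 of the 48 h genes at 96 h, which goes with the choice. Sets not chosen by their values at either of the 2 timepoints argue against it as the whole source, although 20 of the 45 genes called at 24 h and 5 of the naive pluripotency list are also among the early genes called at 48 h. Taken gene by gene, the ratio of the 45 genes called at 24 h was higher at 48 h than at 96 h by a median of 0.90, with 95% of 10000 resamplings of the genes between 0.49 and 1.50, and that of the naive pluripotency list by 1.72, between 1.31 and 2.68, in 11 of its 13 genes with both ratios. Without the genes also called at 48 h, the medians were 0.82, between 0.13 and 1.57, for 25 genes, and 2.65, between 1.31 and 3.21, for 8 genes of the list. Over all early genes the median difference was 0.22. Between 0 and 48 h, genes chosen at 0 h had a median of 0.68 at 48 h and genes chosen at 48 h a median of 0.29 at 0 h. The naive pluripotency list was higher at 48 h than at 0 h by a median of 2.22, in each of its 14 genes, and the genes called at 24 h by 0.60, between 0.10 and 1.13, while over all early genes the median difference was 0.06. Without the genes also called at 48 h, the list had 1.49, between 0.74 and 3.05, for 9 genes, but the genes called at 24 h had 0.0037, between -0.25 and 0.60. Leaving out genes called at 48 h removes genes with high ratios there and lowers the difference by itself, so 0.0037 decides nothing. For this difference choice alone is argued against by the naive pluripotency list. The 45 genes called at 24 h, taken together, go the same way with the smaller difference of 0.60. How much of either difference the choice adds stays open. The resamplings treat the genes as independent, and with 1 value per condition they do not cover variation between samples.

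Feeder RNA could raise genes in the re-seeded cells over the time course. The paper's methods give MEF feeders for the re-seeding of the colony-forming assay and do not name the RNA-seq cells there. The fibroblast list had a median log2 difference of -0.98 between the re-seeded conditions and the time course, below all random lists. The high values of the list at 0 h enter this difference and would hide a small share of feeder RNA. The cells re-seeded from 0 and 24 h were therefore set against the timepoints from 36 to 96 h. The median difference was -0.74, below all random lists, with 4 of the 19 genes higher, which argues against feeder RNA as the source of genes that are higher in these cells. For the cells re-seeded from 48 and 96 h it stays open. At single timepoints the difference between –dox and the time course was -1.82 at 24 h, 0.03 at 48 h, with 10 of the 19 genes higher, and 0.71 at 96 h.

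Fewer feeder cells in 48 h +dox, if feeders were present, might lower genes there. The fibroblast list had a median log2 ratio of +dox to –dox of -0.52 at 48 h, at percentile 0.34 of the random lists and with 7 of its 19 genes higher in +dox, which goes with this explanation. The 177 late genes called repressed had a median of -1.52, but they were chosen for their fall, so the 2 medians cannot be compared. No MEF sample was sequenced and the share of feeder cells is not known for either culture. Fewer feeder cells and a response of the cells themselves cannot be told apart for these genes, and fewer differentiated cells in +dox also stays open and was not tested.

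At 96 h the fibroblast list was higher in –dox than in the time course, with a median log2 difference of 0.71 at percentile 99.7 of the random lists. Of the 19 genes, 14 were higher in 96 h –dox. Col1a2 was at 86.0 FPKM in 96 h –dox and 13.6 FPKM at 96 h. Among the genes that were lower, Thy1 was at 0.222 FPKM in 96 h –dox and 3.96 FPKM at 96 h, and Dcn at 0.791 and 1.76 FPKM. Feeder RNA could be the source of the higher values. In 96 h +dox the median difference was -0.048, and 9 of the 19 genes were higher than at 96 h. The share of feeder cells is not known for either culture, so feeder RNA in one culture and fibroblast-like differentiation of its cells cannot be told apart. Acta2 was at 255.2 FPKM in 96 h –dox and 193.0 FPKM in 96 h +dox, against 97.9 FPKM at 96 h.

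Myc, a gene of the OSKM transgenes, was lower in +dox at all 4 timepoints, with 36.1 FPKM in +dox against 57.6 FPKM in –dox at 96 h. A swap of the –dox and +dox labels might give this, and the naive pluripotency list, with a median log2 ratio of 1.77 at 48 h and all 14 genes higher in +dox, argues against a swap at 48 h. None of the list's genes is in another list. Oct4 was higher in +dox at all 4 timepoints. Whether the transgenic Myc transcripts are counted under the gene is not known.

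The 38 early genes called repressed at 48 h may be, in part, genes of the 0 h culture in 2i/LIF that serum/LIF does not keep up. Their median log2 ratio of 0 h –dox to 0 h was -2.16, below the lowest of 10000 random lists of early genes of the same 0 h level, -1.23, and 21 of them were at least 4-fold lower. The 119 induced genes had a median of -0.11, and the 1206 unresponsive genes -0.53, with 108 of them at least 4-fold lower. At 96 h the 116 repressed genes had a median of -1.05 and the 103 induced genes -0.52. A split by similarity to fibroblast and naive pluripotency genes over all 15 conditions was tried first and set aside, since those conditions include the dox response itself. Col1a1, Col1a2, Col5a2 and Serpinf1 of the fibroblast list are among the 38 genes, so the origin of the fibroblast signal at 0 h, which stays open, bears on them too.

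In the authors' deposited table 4 genes are induced at all 4 timepoints, Dpysl3, Emp1, Herc1 and Krtdap, and 3 are repressed, Car4, H19 and Irf1. Of the 7, Dpysl3, Emp1 and Irf1 are named outside the rule, after their values were seen. Krtdap rose from 2.41 to 13.1 FPKM at 0 h and from 3.72 to 137.1 FPKM at 96 h, and H19 fell from 188.8 to 65.6 FPKM at 0 h and from 11602 to 2214 FPKM at 96 h.

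The other gene lists gave these medians of the log2 ratio of +dox to –dox, with their percentiles among random lists, at 0, 24, 48 and 96 h in this order. The formative pluripotency list had -0.61, -1.12, -1.46 and -0.25, at percentiles 0.02, 0, 0 and 7.30. For the mesoderm and endoderm list they were 0.51, -0.79, -1.15 and -1.07, at percentiles 95.6, 2.17, 1.23 and 10.5, and for the neurectoderm list 0.19, -0.36, -0.29 and -0.70, at percentiles 82.4, 14.0, 22.8 and 18.7. The germline list changed direction, with -0.50, -0.20, 0.44 and -1.09, at percentiles 1.32, 7.08, 97.9 and 0.01, and so did the p53 target list, with 0.74, 0.18, -0.18 and 0.18, at percentiles 100, 92.2, 9.45 and 75.7. The naive pluripotency list had -0.21, 0.45, 1.77 and -0.11, at percentiles 4.59, 100, 100 and 24.5, and the fibroblast list 0.60, 0.18, -0.52 and -0.40, at percentiles 100, 92.6, 0.34 and 9.52. The two-cell-like list, with 2 genes expressed, had -1.08, -3.41, -0.67 and 0, and the sex-linked list, with 4 genes, had 0.10, 0.033, -0.042 and 0.019, both too short for random lists. The differences between the timepoints were not tested for these lists, apart from those of the naive pluripotency list above.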
